# Transcriptional reprogramming and phenotypic switching associated with the adaptation of *Lactobacillus plantarum* C2 to plant niches

**DOI:** 10.1038/srep27392

**Published:** 2016-06-07

**Authors:** Pasquale Filannino, Raffaella Di Cagno, Carmine Crecchio, Caterina De Virgilio, Maria De Angelis, Marco Gobbetti

## Abstract

*Lactobacillus plantarum* has been isolated from a large variety of ecological niches, thus highlighting its remarkable environmental adaptability as a generalist. Plant fermentation conditions markedly affect the functional features of *L. plantarum* strains. We investigated the plant niche-specific traits of *L. plantarum* through whole-transcriptome and phenotypic microarray profiles. Carrot (CJ) and pineapple (PJ) juices were chosen as model systems, and MRS broth was used as a control. A set of 3,122 genes was expressed, and 21 to 31% of genes were differentially expressed depending on the plant niche and cell physiological state. *L. plantarum* C2 seemed to specifically respond to plant media conditions. When *L. plantarum* was cultured in CJ, useful pathways were activated, which were aimed to sense the environment, save energy and adopt alternative routes for NAD^+^ regeneration. In PJ the acidic environment caused a transcriptional switching, which was network-linked to an acid tolerance response involving carbohydrate flow, amino acid and protein metabolism, pH homeostasis and membrane fluidity. The most prominent phenotypic dissimilarities observed in cells grown in CJ and PJ were related to carbon and nitrogen metabolism, respectively. Summarising, a snapshot of a carrot and pineapple sensing and adaptive regulation model for *L. plantarum* C2 was proposed.

Microbes in general and bacteria in particular are extremely efficient in filling the niches available in the biosphere^1^. *Lactobacillus plantarum*, a Gram-positive and facultative heterofermentative lactic acid bacteria species, is exemplary in terms of its capacity to adopt successful metabolic strategies. This bacterium has been isolated from a large variety of ecological niches, thus highlighting its remarkable environmental adaptability as a generalist^2^. Metabolic efficiency is among the primary driving forces of bacterial adaptability and consequently of evolution. Bacterial cells adopt high metabolic efficiency strategies, which may result in good fitness^3^. The genetic blueprint of an organism predetermines its ability to adapt to changing environments. The genome of an organism encodes its functional responses and gene regulation mechanisms. The transcription factors and other regulatory components encoded by genomes determine bacterial response patterns.

The genomes of five strains of *L. plantarum* have been sequenced completely or partially^4^,^5^. A comparative analysis has provided detailed insight into the core, variable and accessory genes, as well as gene cassettes, genome synteny, transposable elements, and adaptations on various substrates^6^. An extensive molecular and post-genomics toolbox has been established for *L. plantarum*. This microbe has become one of the model microorganisms used to study lactic acid bacteria^6^. Studies based on genome-wide analysis of gene expression, using *L. plantarum* as a model organism, have been conducted to elucidate strain-specific differences in genome composition^7^,^8^, to validate the use of different techniques for transcription analysis^9^, and to predict parts of the regulatory network^10^ and adaptations to various growth conditions^11^,^12^. *L. plantarum* is often found in plant, dairy, meat, fish, and wheat fermentation and is a natural inhabitant of the gastrointestinal tracts of humans and animals^2^,^13^,^14^,^15^. *L. plantarum* is most abundant in the fermentation of plant-derived raw materials, including several industrial and artisan food and feed fermentations. Accumulating evidence indicates that plant fermentation conditions and storage conditions, as well as the chemical compositions of plant matrices, markedly affect the functional features of *L. plantarum* strains^8^,^16^,^17^. Various metabolomic approaches and multidimensional statistical analyses have recently been used to investigate the metabolic responses of *L. plantarum* strains under different environmental conditions, such as those of vegetable (carrot and tomato) and fruit (pineapple and cherry) media^17^. Owing to its extremely acidic environment, buffering capacity, high concentration of carbohydrates, indigestible nutrients (e.g., fibre), and antinutritional and inhibitory factors (e.g., phenols), pineapple juice has been found to be a highly unfavourable habitat for microbial growth^17^. Almost all tested strains showed specific metabolic responses when grown in pineapple juice. On the contrary, carrot juice does not exert the same metabolic pressure. *L. plantarum* C2 isolated from carrots has been found to show the highest fitness during maintenance of plant materials^17^. The adaptive success of this bacterium in different environmental habitats such as carrot (favourable) and pineapple (unfavourable) juices requires further examination. In fact, the wide colonization of plant environments and the widespread industrial application of *L. plantarum* suggest the need for a better understanding of its genetic responses and metabolism; such knowledge could be used to optimize survival during industrial and downstream processing^8^. Previous transcriptomic studies in *L. plantarum* used de Man, Rogosa and Sharpe (MRS) broth, the standard rich medium for laboratory cultivation^8^. During the cultivation of *L. plantarum* in MRS broth or other laboratory media, this bacterium encounters different conditions from those encountered during plant habitat colonization. To the best of our knowledge, only one transcriptomic study has been performed using *L. plantarum* cells cultivated on hygienic and contaminated carrot juice^18^. The designed macroarray printed on nitrocellulose filters included only 178 selected genes. Recently, specific mechanisms of proteomic adaptation (ca. 80 proteins) has also revealed significant changes in the fermentation profiles of *L. plantarum* strains previously grown in tomato juice compared to cultivation in MRS broth^19^. Despite the above studies and recent progress in unravelling the details of the *L. plantarum* genome, how the bacterium adapts to various plant conditions *via* transcriptional changes remains largely unclear. Our understanding of adaptive strategies cannot be completely drawn from phenotypic responses, which are the final expressions of genomic information. The correlation between complete genotypes (genomes) and complete phenotypes (phenomes) is among the most challenging tasks in biology and has important consequences for theoretical and applied biology such as adaptomics. Phenomics plays a pivotal role in linking genomes and transcriptomes to potential biological functions.

In order to deepen the behaviour of *L. plantrum* during growth and maintenance under plant-like conditions and to identify the specific metabolic pathways, a whole-transcriptome analysis based on customized microarray profiles and a high-throughput phenotypic microarray based on 567 carbon (190) and nitrogen (377) sources were undertaken. These *in vivo* transcriptomes and phenomes were compared to the results for laboratory-cultivated bacteria grown in standard rich medium (MRS).

## Results

### Transcriptional reprogramming during the growth and maintenance of *Lactobacillus plantarum* C2 in plant niches

To gain insights into the physiological adaptation of *L. plantarum* C2 to plant (vegetable and fruit) niches, carrot juice (CJ) and pineapple juice (PJ) were chosen as model systems, and the rich medium MRS was used as a control. PJ showed the lowest pH value as well as other intrinsic features (e.g., the highest concentrations of soluble solids, organic acids, and total phenols) that made it the most unfavourable habitat for microbial growth (Table 1). The transcriptomes of C2 in CJ, PJ and MRS were monitored during the late exponential (LE) growth phase and after 21 days of maintenance (see Supplementary Fig. S1). 

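L. plantarum C2 was grown in CJ, PJ and MRS, the rich laboratory broth in which lactobacilli are usually cultured, and labelled RNA was hybridised to 1-colour custom microarrays. Here 8 arrays from 6 conditions were analysed, all on the same slide. CJ and PJ had 2 arrays each at the LE phase, and MRS at the LE phase and each medium at maintenance had 1 array, where the paper gives 2 biological replicates for each condition. The paper places the LE phase at about 16 h in CJ and 18 h in PJ at 30 °C, while the sample records give 24 h. Maintenance lasted 21 days at 4 °C. For each array the deposited scanner files hold the brightness of 15208 spots that are not controls and of the background around each spot, as linear intensities that the authors had not normalized between arrays. The median spot intensity was 12.2 times the median background for MRS at the LE phase, 7.57 and 7.55 times for the CJ arrays and 21.4 and 27.4 times for the PJ arrays. At maintenance it was 5.61 times the background for MRS, 3.50 times for CJ and 19.8 times for PJ. The share of spots that the scanner software marked as well above background ran from 70.8% on the MRS maintenance array to 89.2% on PJ LE replicate 1. As the methods state, median spot intensities were background corrected and quantile normalized in limma, and the probes of a gene were averaged. The correction used here was normexp with an offset of 16. All 8 arrays were then fitted in a single model with 6 groups, which leaves 2 residual degrees of freedom per gene, both from the CJ LE and PJ LE pairs. The other conditions are therefore assumed to vary as those pairs do, and their changes have no replicate check of their own. The median standard error of a log2 fold change was 0.112 at the LE phase and 0.129 at maintenance. A gene was called DE at an adjusted p of at most 0.1 (limma with Benjamini-Hochberg adjustment) and a change of at least 2-fold. Where no probe of a gene was well above background in a group, the size of its change is not given. The limit on the fold change and the scaling between arrays are the choices that moved the most counts.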

DNA microarrays based on the annotated open reading frames of *L. plantarum* WCFS1 were used. Gene transcription was measured using customized microarray chips consisting of 9,107 probes; two biological replicates were used for each condition (see Dataset S1 in the Supplementary Information). 

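The array design holds 9107 different probes without a mark for possible cross-hybridisation and 228 with it. Of these probes, 5873 are spotted 2 times on each array and 3462 once. They address 3122 genes of L. plantarum WCFS1, including 53 tRNA genes and 50 plasmid genes, with 3 probes for 3102 genes, 2 probes for 9 genes and 1 probe for 11 genes. For probes with repeated spots, the SD of the log2 values between the 2 arrays of a condition was 0.150 in CJ and 0.202 in PJ, where the spread of the spots within an array would give 0.118 and 0.130. The 2 arrays of each pair were counted as separate replicates, as the paper gives them; repeated hybridisation of a single RNA would also exceed the noise of the spots, so these values do not test that. Among the 3111 genes with several probes, 3 genes in CJ and 2 genes in PJ lay more than 2-fold apart between the replicates. The difference between the replicates was partly shared by the probes of a gene, with a correlation across genes of 0.240 in CJ and 0.395 in PJ; genes are not independent replicates.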

The resulting data exhibited strong cross-chip correlation (R^2^ > 0.95) and good inter-array reproducibility. These data allowed us to define a set of 3,122 genes in *L. plantarum* C2 that were expressed under the experimental conditions of this study (see Supplementary Dataset S1). 

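Over the log2 values of the 3122 genes, R² was 0.995 between the 2 CJ LE arrays and 0.994 between the 2 PJ LE arrays. These are the only 2 of the 28 pairs of arrays above 0.95. Between different conditions the highest R² was 0.924, for MRS LE and MRS maintenance, and the lowest was 0.708, for PJ LE replicate 2 and MRS maintenance. The correlations run across genes and describe these arrays, without a test. Scaling each array to its 75th percentile in place of quantile normalization moved the lowest R² most, to 0.657.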

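By the scanner software's mark, 3059 of the 3122 genes had at least 1 probe well above background on at least 1 array, and 2387 genes had such a probe on all 8 arrays. The number of genes with such a probe ran from 2563 on the MRS maintenance array to 2891 on PJ LE replicate 1. No probe was well above background on any array for 63 genes, 49 on the chromosome and 14 on the plasmids of the WCFS1 design. Of the 50 plasmid genes, 3 had signal on all 8 arrays. Signal above background is a limit of detection on these arrays, and a gene under it can still be transcribed.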

Global gene expression patterns were visualized by volcano plots (see Supplementary Fig. S2). 

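Principal coordinate analysis of the Euclidean distances between the mean log2 profiles of the 6 conditions placed 41.3% of the variation on the first axis and 33.1% on the second, which rounds to the percentages printed in Fig. 2. On the first axis PJ lay at −36.22 (LE) and −30.65 (maintenance), whereas MRS lay at 8.03 and 22.14 and CJ at 16.04 and 20.66. On the second axis MRS (21.29 and 31.48) and CJ (−24.45 and −26.74) were apart. The distance between the LE phase and maintenance was 36.3 in MRS, 39.9 in CJ and 41.7 in PJ. Within a phase the media lay farther apart, from 52.7 for MRS and CJ at the LE phase to 65.5 for CJ and PJ at maintenance. For comparison, the 2 arrays of CJ LE were 9.27 apart and those of PJ LE 10.2. With each array scaled to its 75th percentile instead, the axes held 52.5% and 22.0%.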

A comparison of the expression of genes across the two plant niches and the rich medium revealed that C2 exhibited medium-specific transcriptional responses (Figs 1 and 2). A gene was considered to be differentially expressed (DE) in the two conditions (plant substrates *vs* MRS) when its expression level differed at least >2-fold, with an FDR-corrected p-value cut-off of 0.1. We performed pairwise comparisons between the different conditions (plant substrates *vs* MRS). The PJ conditions resulted in a greater number of DE genes during the LE phase of growth compared to the CJ conditions (Fig. 1 and Supplementary Fig. S2, Datasets S2). 

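At the LE phase, 644 of the 3122 genes were called DE in CJ against MRS, 316 up-regulated and 328 down-regulated. Against the same array, 767 genes were called in PJ, 379 up-regulated and 388 down-regulated. The adjusted p alone (limma with Benjamini-Hochberg adjustment) let 2010 genes pass in CJ and 2023 in PJ, and a 2-fold change without any test gave the same 644 and 767 genes. The lists are thus set by the 2-fold limit, and the lone MRS array enters every comparison. PJ and CJ were also compared directly, with 2 arrays on each side, and 938 genes differed, 441 higher and 497 lower in PJ. With each of the replicates left out in turn, the calls in PJ ran from 767 to 792 genes, and those in CJ changed less. Requiring a 3-fold change moved the counts most, to 271 and 340 genes. The order of the juices changed under 1 setting: with the scanner software's own processed signal scaled to the 75th percentile, 970 genes were called in CJ and 909 in PJ. Under that setting 35.2% of the CJ calls were up-regulated, against 49.1% here.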

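After 21 days, 872 genes were called against the MRS maintenance array in CJ, 420 up-regulated and 452 down-regulated, and 923 genes in PJ, 473 up-regulated and 450 down-regulated. In CJ, 382 genes (59.3% of those called at the LE phase) kept their direction and 8 were called in the opposite direction. In PJ, 487 genes (63.5%) kept their direction and 10 were opposite. Of the genes called only at maintenance, 482 in CJ and 426 in PJ, the change between the phases was itself called for 249 and 192. The share of up-regulated genes, 48.2% in CJ and 51.2% in PJ, depends on the scaling. It became 80.6% and 25.6% with each array scaled to its 75th percentile, and 61.9% and 40.1% with the scanner software's processed signal scaled the same way. The former scaling moved the median log2 change of all genes to 0.06 in CJ and −0.10 in PJ at the LE phase, and to 0.70 in CJ and −0.57 in PJ at maintenance. The latter moved it to −0.14 and 0.08 at the LE phase and to 0.38 and −0.21 at maintenance. Under either scaling the number of calls at maintenance was above that at the LE phase in both juices.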

Maintenance in both plant substrates for 21 days resulted in an increase in the number of DE genes, suggesting that maintenance induced on *L. plantarum* additional adaptive responses (Fig. 1 and Supplementary Dataset S2). 

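Of the genes called in CJ, 613 of 644 (95.2%) at the LE phase and 823 of 872 (94.4%) at maintenance changed by no more than 10-fold. In PJ these were 733 of 767 (95.6%) and 870 of 923 (94.3%). A change of 2-fold was far larger than the median residual SD of a gene, which was 0.0853 on the log2 scale. This SD comes only from the replicate pairs of CJ and PJ at the LE phase. MRS and the maintenance groups have no replicates, so the SD does not measure the error between cultures in those groups.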

The fold-change ratio generally varied between 2- and 10-fold. When the fold change exceeded a factor of 10, the genes were among the least abundant in the data set (see Supplementary Fig. S2 and Dataset S2). 

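More than 10-fold changes were found for 31 genes in CJ and 34 in PJ at the LE phase, and for 49 and 53 genes at maintenance. When all genes were ranked by mean log2 signal, these genes had a median percentile of 71.5 in CJ and 61.6 in PJ at the LE phase and of 75.2 and 75.1 at maintenance. Genes changed between 2- and 10-fold had median percentiles of 68.5 in CJ and 65.6 in PJ at the LE phase, and at maintenance of 65.3 in PJ and less in CJ. None of the more than 10-fold changed genes lay in the lowest 25% of genes in any of the 4 comparisons. The brighter group of a large change raises the mean signal of the gene, so these ranks are partly fixed by the size of the change. In the group where each gene was dimmer, their median percentile was 50.1, 36.8, 51.8 and 53.2. Among genes with a probe well above background on every array of both groups, the largest rises in CJ at the LE phase were those of mtsA (log2 6.21), copA (6.06) and mtsB (5.56), which encode manganese and copper transporters. The largest falls there were those of pyrAB (−4.64) and pyrE (−4.40) of pyrimidine biosynthesis and of lp_0682, a prophage P1 gene (−4.61). In PJ at the LE phase, trpA (4.98), the ABC transporter gene lp_0201 (4.75) and the extracellular protein gene lp_0277 (4.45) rose most, and spx5 (−6.14), lp_1697 (−5.12) and lp_0926 (−4.40) fell most. At maintenance in CJ, fruA (4.98), copB (4.97) and mtsA (4.79) rose most, and pyrAA (−5.09), pyrE (−4.52) and pyrAB (−4.35) fell most. At maintenance in PJ, the largest rises were in lp_3286 (5.59), lp_0290 (5.37) and lp_3421 (4.87), and the largest falls in spx5 (−6.41), lp_1697 (−6.24) and lp_0926 (−5.42).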

The whole-transcriptome results were confirmed by quantitative real-time reverse-transcription PCR (qRT-PCR). It has often been reported that certain quantitative differences in gene expression levels between the two methods could be observed^20^.

The visualization of DE genes in networks was based on Gene Ontology (GO) (Fig. 3). GO analyses were obtained by using DAVID (http://david.abcc.ncifcrf.gov/), a web-based tool developed for GO-ranking analysis. Only ontologies with at least 2 genes were considered. Among the biological processes associated with growth in CJ, the largest group of DE genes corresponded to biological regulation (GO:0065007; mainly two-component system genes and transcription regulator genes), purine and pyrimidine nucleotide biosynthesis (GO:0006164 and GO:0006221; 28 down-regulated genes), transport processes (GO:0006810; mainly phosphotransferase system genes and oligopeptide and amino acid transporter genes), and RNA metabolic processes (GO:0016070; mainly down-regulated aminoacyl-tRNA biosynthesis genes). 

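Whole gene families, defined by the array annotation, were summarised by the median log2 change of their members relative to the median of all genes. The median was placed among 10000 random lists of the same size and mean expression, as a description of these arrays and not as a test. In CJ at the LE phase, the 17 purine biosynthesis genes had a median of −1.42, with 12 genes down-regulated and none up-regulated, at percentile 0.01. The 14 pyrimidine genes had a median of −2.23, below every random list, with 10 genes down-regulated and 1 up-regulated. The scanner software's processed signal moved these medians most, to −1.18 and −2.45. Together, 22 of the 31 nucleotide biosynthesis genes were down-regulated. The 21 aminoacyl-tRNA synthetase genes fell as well, with a median of −0.91 and 9 down-regulated genes. Of the 18 two-component genes with an hpk or rrp symbol, 6 were up-regulated and 1 was down-regulated, with a median of 0.36; lamA, lamC, pltK and pltR carry other symbols and are not counted. Among 61 phosphotransferase system genes, 8 were up-regulated and 4 were down-regulated. None of the 5 oligopeptide transport genes was called, and their median was −0.06 (0.13 with the processed signal).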

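At maintenance in CJ, 16 of the 54 ribosomal protein genes were up-regulated and 1 was down-regulated. Their median was 0.76 above that of all genes and 0.10 with each array scaled to its 75th percentile. The median of the purine genes was −2.73, with 14 of 17 down-regulated, and that of the pyrimidine genes was −2.18, with 12 of 14. All 5 oligopeptide transport genes were up-regulated, with a median of 2.12, and the change from the LE phase was called for each of them. Among the 61 phosphotransferase system genes, 11 were up-regulated and 9 were down-regulated, with a median of 0.01. Of the 18 hpk and rrp genes 3 were up-regulated and 2 were down-regulated.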

During the maintenance period, protein metabolism and modification processes (GO:0019538; e.g., up-regulated genes encoding ribosomal proteins), and carbohydrate metabolism (GO:0005975) were the most represented biological processes, in addition to transport processes, biological regulation, and purine and pyrimidine nucleotide biosynthesis. 

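In PJ at the LE phase, the 5 oligopeptide transport genes had a median of 2.16 at percentile 99.98, and all were up-regulated. The medians of the ribosomal protein, histidine biosynthesis and aromatic amino acid biosynthesis genes each lay above all 10000 random lists of genes with similar signal. Among the 18 hpk and rrp genes, 2 were up-regulated and 2 were down-regulated. Their median was 0.04, and −0.02 with the processed signal. In the direct comparison of the juices, 5 of these 18 genes were lower in PJ than in CJ and none was higher.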

When the bacteria were cultivated in PJ, the largest group of up-regulated genes corresponded to transport (mainly ABC transporters and oligopeptide and amino acid transporter genes), protein metabolism and modification processes (mainly genes encoding ribosomal proteins), cellular amino acid biosynthesis (GO:0008652) and cellular metabolic processes (GO:0044237), whereas the largest group of down-regulated genes corresponded to biological regulation (e.g., two-component system genes and transcription regulator genes). 

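The array annotation names 10 universal stress proteins. For PJ at the LE phase 6 of the genes were down-regulated and none was up-regulated, with a median of −1.49 relative to all genes at percentile 0.05. Without PJ LE replicate 2 the median was −1.27. At maintenance in PJ 7 were down-regulated, with a median of −1.65. In CJ at the LE phase 1 was up-regulated and 1 was down-regulated. Compared directly at the LE phase, 7 of the 10 genes were lower in PJ than in CJ.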

Genes related to the response to stimulus (GO:0050896; e.g., universal stress protein) were also significantly down-regulated (p-value < 0.05). 

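The 18 fab and acc genes of fatty acid biosynthesis had a median of 1.67 at maintenance in PJ, with 10 genes up-regulated and 3 down-regulated. Already at the LE phase their median was 1.07, with 9 genes up-regulated and none down-regulated. With each array scaled to its 75th percentile the medians in PJ were 0.75 at the LE phase and 1.46 at maintenance. With the processed signal they were 0.54 and 1.03. The difference between the phases was tested, and it was called for 2 of the 18 genes, both lower at maintenance.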

Most of the significant alterations in gene expression described above were confirmed during the maintenance period; the only exception was the up-regulation of genes corresponding to lipid metabolic processes (GO:0006629; e.g., fatty acid biosynthesis related genes).

### GO enrichment analysis reveals the roles of common DE genes in plant niches

In each pairwise comparison, a number of DE genes were common to both plant niches during the LE growth phase and during the maintenance period (Figs 1 and 3). 

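At the LE phase 218 genes were DE in the same direction in both juices, 61 up-regulated and 157 down-regulated, and 54 genes were DE in opposite directions. At maintenance 364 genes were common and 48 were opposite. Both juices were compared with the same MRS array, so some overlap can arise without any effect of the medium. In 100 simulations of unchanged groups against a shared MRS array, no more than 1 gene was common in either direction in either phase; noise of the size seen between replicates seldom reaches 2-fold, so this does not show how much of the overlap comes from the shared MRS array. Lists of these sizes drawn independently would share 38.4 up-regulated and 40.8 down-regulated genes at the LE phase, and 63.6 and 65.2 at maintenance. The correlation of the CJ and PJ changes across genes was 0.337 at the LE phase and 0.457 at maintenance, and noise alone in unchanged groups that share an MRS array gave means of 0.669 and 0.495. Requiring a 3-fold change moved the common genes most, to 29 up-regulated and 63 down-regulated at the LE phase and to 39 and 85 at maintenance.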

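Of the genes DE in the same direction in both juices at the LE phase, 72.0% were down-regulated. The genes called in a single juice were not weighted the same way, with 226 up-regulated and 146 down-regulated in CJ alone and 293 and 202 in PJ alone.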

During the LE growth phase, most of the common DE genes were down-regulated. 

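At maintenance 162 genes were up-regulated and 202 were down-regulated in both juices, so that 55.5% of the common genes were down-regulated. With the scanner software's processed signal the balance was reversed, with 287 common genes up-regulated and 232 down-regulated. With each array scaled to its 75th percentile there were 180 and 155.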

The maintenance period resulted in an increase in the number of common DE genes, particularly down-regulated DE genes. To extract the biological meaning behind the common DE genes, a relative ranking of the association of the various GO categories with respect to the gene list was performed using the DAVID tool (Fig. 4). Regardless of the plant substrate used, annotated DE genes represented important biological processes and molecular functions required for the growth and maintenance of *L. plantarum* in plant niches. During the LE growth phase, the most represented biological processes at the transcriptional level (up-regulated genes) were related to transport (referring to the transport of organic acids, amines, amino acids and nucleotides) and oxidation-reduction processes (Fig. 4A and Supplementary Dataset S3). Genes encoding proteins involved in the biosynthesis of vitamins and nucleosides; the metabolism of sulphur, purine and inosine monophosphate; and responses to stimulus and stress (*groEL*, *groES* and *hsp2*) were all among the most significantly down-regulated genes (Fig. 4C and Supplementary Dataset S3). 

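The chaperonin genes groEL and groES and the small heat shock gene hsp2 were down-regulated in both juices at the LE phase. The log2 change of groEL was −2.12 in CJ and −2.44 in PJ (standard error 0.18 for each; adjusted p 0.000104 and 4.97e-05, limma with Benjamini-Hochberg adjustment). That of groES was −1.49 and −2.40, and that of hsp2 was −1.27 and −2.41. The call of all 3 genes held in both juices under each of the 13 processing alternatives, all of which keep the 2-fold limit. The alternative that moved groEL most, the 75th percentile, gave −1.91 in CJ. groES and groEL are neighbours on the WCFS1 chromosome, from 665003 to 666968 in the coordinates of the array annotation. At maintenance in CJ none of the 3 genes was called, and the difference from the LE phase was called for groEL and hsp2. Of the 5 thiamine genes (thi), 4 were down-regulated in each juice, with medians of −1.11 in CJ and −1.77 in PJ, and the fifth, thiI, was up-regulated in PJ (1.66) and not called in CJ. In PJ the purine genes had a median of −0.91, with 8 of 17 down-regulated and 1 up-regulated.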

During the maintenance period, genes encoding proteins involved in the metabolism and biosynthesis of cellular amines, amino acids, proteins and sulphur were up-regulated. In contrast, genes encoding proteins involved in cell redox homeostasis and oxidation-reduction processes were among the most common down-regulated genes. In a detailed molecular functional analysis based on GO (Fig. 4B and Supplementary Dataset S3), the most represented categories (up-regulated) were related to binding (of nucleotides, nucleosides, cofactors, coenzymes and rRNA) and to transporter activities (involving amines, amino acids, carboxylic acid, and ions). Genes linked to the structural integrity of ribosomes were up-regulated only during the maintenance period. 

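At the LE phase no ribosomal protein gene was up-regulated in both juices, and at maintenance 12 were. In CJ at the LE phase, 3 of the 54 genes were up-regulated and 1 was down-regulated, and their median lay 0.28 above that of all genes. The change between the phases was called upwards for 9 of the 54 genes in CJ and 13 in PJ, and downwards for none. The median change between the phases in CJ was 0.39, but −0.30 with each array scaled to its 75th percentile, so the direction of the family as a whole between the phases in CJ depends on the scaling. In PJ it was 0.49 and stayed above 0 under both 75th percentile scalings.

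**Figure D1:**
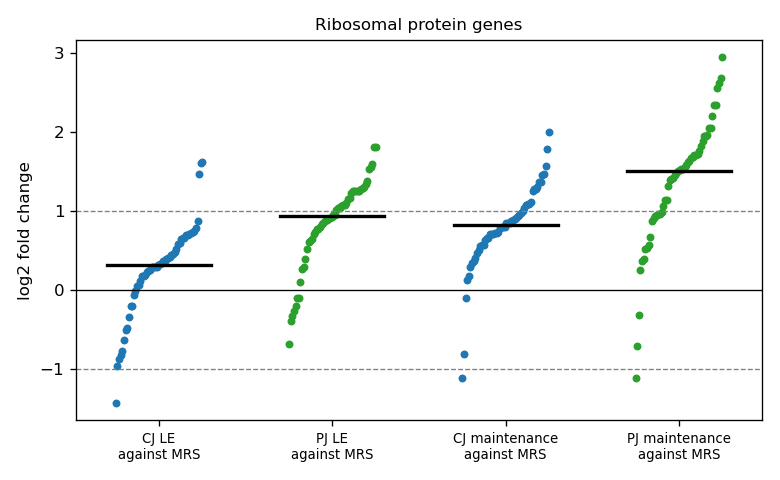
Log2 fold changes of the 54 ribosomal protein genes against MRS of the same phase, 1 point per gene sorted within each comparison, with black bars at the medians and dashed lines at a 2-fold change. Most points lie above 0 in each comparison; the rise from the LE phase to maintenance in CJ becomes −0.30 in the median under 75th percentile scaling, which is not drawn.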

Groups with other molecular functions, particularly the genes involved in catalytic activity, were down-regulated (Fig. 4D and Supplementary Dataset S3). 

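Prophages P1 and P2 of WCFS1 were taken as lp_0632 to lp_0681 and lp_2397 to lp_2466, with 111 genes on the array. These ranges span the prophage genes that the paper names from these same samples, so their ends were not set independently of its result. At the LE phase 11 of these genes were down-regulated in both CJ and PJ and none was up-regulated in both. The array annotation reaches beyond these ranges, and of the 133 genes it assigns to P1 or P2, a list drawn after the data had been seen, 12 were down-regulated in both juices, lp_0682 (−4.61 and −1.28) among them. The ArpU-type regulator genes lp_0656 and lp_2426 had log2 changes of −1.72 and −1.43 in CJ and −2.81 and −2.70 in PJ. lp_2426 has a probe that may also bind another gene. For the terminase gene lp_0661 the changes were −1.63 and −2.38, and for lp_2466 they were −0.84 and −0.93, short of 2-fold. The DnaD-type gene lp_2437 fell by 1.29 in CJ and by 2.50 in PJ, where its probes ran from −3.27 to −1.11. The lysin gene lp_0681 had −3.15 and −1.48, with probes that differed in CJ. The holin gene lp_2399 had −2.08 and −1.18, and its probes in CJ ran from −3.83 to −0.79. With the median of the probes lp_2399 was no longer called in either juice, and with an offset of 50 it was not called in PJ. The largest adjusted p of the called genes here was 0.000385 (lp_0681 in PJ, limma with Benjamini-Hochberg adjustment). The scanner software's processed signal called 18 prophage genes down-regulated in both juices.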

Fourteen prophage P1 and P2 genes were down-regulated in both CJ and PJ, which included transcriptional regulators (ArpU family) (lp_0656 and lp_2426), genes encoding the large subunit of a terminase (lp_0661 and lp_2466), the replication protein DnaD (lp_2437), and phage-associated lysine (lp_0681) and holin (lp_2399) (Supplementary Table S1). During maintenance, the expression of genes involved in prophage-related functions diversified in opposite ways in the plant juices. 

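The P2 range taken here lies between 2161730 and 2210551 on the WCFS1 chromosome in the array annotation. At maintenance 13 of the 63 P2 genes were up-regulated and 1 was down-regulated in CJ, whereas 1 was up-regulated and 12 were down-regulated in PJ. In prophage P1, 2 of 48 genes were up-regulated and 3 down-regulated in CJ, and none was up-regulated and 8 were down-regulated in PJ. The medians of P2 relative to all genes were 0.30 in CJ and −0.24 in PJ, and 0.68 and −1.34 with each array scaled to its 75th percentile. Between the phases the change in CJ was called upwards for 18 P2 genes and downwards for none. Many P2 genes gave little signal, since 19 of 63 had a probe well above background in both CJ and MRS at maintenance and 38 had one in at least 1 of these groups.

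**Figure D2:**
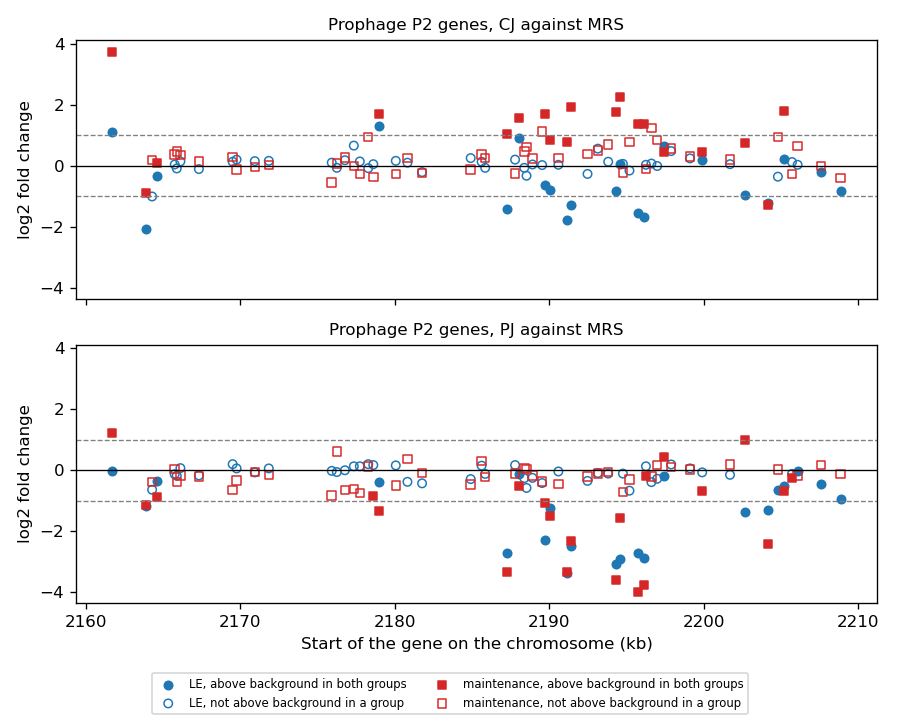
Log2 fold changes of the 63 prophage P2 genes against MRS, by the start of each gene on the WCFS1 chromosome in kb, in CJ (top) and PJ (bottom), at the LE phase (circles) and at maintenance (squares); open symbols mark genes with no probe well above background in at least 1 of the groups, and dashed lines mark a 2-fold change. At maintenance, filled squares lie mostly above 0 in CJ and mostly below 0 in PJ.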

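At maintenance in CJ, 15 of the 111 genes of these ranges were up-regulated and 4 were down-regulated, and in PJ 20 were down-regulated. In CJ the log2 change was 1.71 (standard error 0.29) for the capsid protein gene lp_2417, 1.69 (0.15) for the RusA-like endonuclease gene lp_2433 and 1.94 (0.11) for the DnaD-type gene lp_2437. The Cro/CI-type regulator gene lp_2448 was called up-regulated and lp_0632, of the same type, was not called; neither had a probe well above background in MRS. In PJ the changes of lp_2417, lp_2433 and lp_2437 were −1.34, −1.06 and −2.32, the probes of lp_2437 ran from −3.51 to −0.36, and those of lp_2433 differed as well. Neither regulator gene had a probe well above background there or in MRS. The number of prophage genes called up-regulated in CJ depended strongly on the scaling, with 36 for the processed signal and 86 with each array scaled to its 75th percentile. With an offset of 50 lp_2448 was no longer called.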

In PJ, a number of genes still exhibited reduced expression, whereas in CJ, 18 genes were up-regulated, including genes encoding a major capsid protein (lp_2417), a RusA-like endodeoxyribonuclease (lp_2433), phage Cro/CI family transcriptional regulators (lp_0632 and lp_2448), and a replication protein DnaD domain (lp_2437). 

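The gene lp_2397 lies at the edge of prophage P2, from 2161730 to 2162581, and encodes a polysaccharide deacetylase. Its log2 change at maintenance was 3.74 in CJ and 1.22 in PJ, with a standard error of 0.13 for each (adjusted p 4.43e-06 and 0.000277, limma with Benjamini-Hochberg adjustment). At the LE phase it was up-regulated in CJ (1.09) and unchanged within error in PJ (−0.01). The change between the phases was called in both juices, 2.65 in CJ and 1.23 in PJ.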

Only the gene lp_2397, encoding an extracellular polysaccharide deacetylase, was up-regulated in both plant juices during maintenance. An exhaustive list of all DE genes involved in prophage-related functions is provided in Supplementary Table S1.

### Specific transcriptional changes and related biological functions in *Lactobacillus plantarum* C2 in CJ

Microbial growth in CJ was similar to that in the rich MRS medium (9.2 ± 0.05 *vs* 9.8 ± 0.08 log CFU/ml) (Table S2). The values of μmax (0.27 ± 0.02 *vs* 0.39 ± 0.03 cfu ml^−1^ h^−1^) and λ (2.22 ± 0.16 *vs* 2.78 ± 0.22 h), calculated based on the data modelling growth (Fig. 5), were consistent with the final cell densities. Compared to growth in MRS medium, the cell viability of *L. plantarum* C2 slightly (p-value < 0.05) decreased (ca. 0.5 *vs* 0.9 log CFU/ml) during 21 days of maintenance at 4 °C (Table S2). Due to the similar initial pH values of CJ and MRS media (5.81 ± 0.02 *vs* 5.71 ± 0.01), the decrease in the pH of CJ was similar to that observed in MRS medium during LE growth phase (1.55 and 1.69, respectively) and the maintenance period (1.79 and 1.75, respectively) (Table S2). As expected, the concentrations of glucose and fructose decreased markedly (p-value < 0.05) during growth in CJ (14 and 11%, respectively), and the consumption of malic acid was noticeable (p-value < 0.05) during both the LE growth phase (38%) and maintenance (28%) (Table 1 and Supplementary Table S3). Lactic acid was the major fermentation end-product, and acetic acid was detected in trace amounts. Compared to the values prior to fermentation, a marked decrease in total free amino acids (FAA) was found in CJ during the LE growth phase (35%), whereas the concentration of several amino acids increased during maintenance (Table 1 and Supplementary Table S4).

To provide an overview of the specific transcriptional reprogramming in C2 associated with growth and maintenance in CJ, we defined a set of putative KEGG pathways that were significantly enriched and that were associated with enriched genes; the expression of these genes significantly differed in PJ and MRS. The aforementioned DAVID annotation tool was used for pathway analysis. Growth in CJ resulted in a coordinated transcriptional response in C2 during the LE growth phase; this response included the adoption of alternate routes for NAD^+^ regeneration (Supplementary Fig. S3 and Dataset S4). 

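In CJ at the LE phase the log2 change was 2.78 for lp_3491 and 2.53 for lp_1425, both annotated as fumarate reductase genes. The citrate lyase subunit genes citE and citF, which adjoin each other from 1005719 to 1008161 on the WCFS1 chromosome, had changes of 1.35 and 1.38. Standard errors were between 0.10 and 0.12, and the largest adjusted p was 9.58e-05 (citE, limma with Benjamini-Hochberg adjustment). The 4 calls held under every processing alternative. In PJ, lp_3491 (2.98) and lp_1425 (1.91) were also up-regulated, whereas citE (−0.88) and citF (−0.71) were not called. The direct comparison of the juices called citE and citF lower in PJ and did not call lp_3491 and lp_1425.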

Genes (*lp_3491*, EC:1.3.5.4; *lp_1425*, EC:1.3.5.4; *CitE*, EC:4.1.3.34; and *CitF*, EC:2.8.3.10) associated with the tricarboxylic acid (TCA) cycle were up-regulated (Supplementary Dataset S4). The NAD cofactor was regenerated in C2 *via* the citrate-to-succinate route and part of the TCA cycle to reduce citrate to succinate *via* fumarate. 

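The aspartate ammonia-lyase gene ansB (lp_2830) had a log2 change of 4.02 in CJ at the LE phase (standard error 0.13, adjusted p 3.36e-06, limma with Benjamini-Hochberg adjustment). In PJ its change was 0.52 and was not called. The difference between PJ and CJ, with 2 arrays on each side, was −3.50. By maintenance in CJ the change of ansB was 4.78.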

An indirect contribution to NAD cofactor regeneration involved the up-regulation of *ansB* (EC:4.3.1.1), a gene involved in aspartate metabolism. Although not directly involved in the TCA cycle, the product of this gene generates fumarate from aspartate *via* aspartate ammonia-lyase (EC 4.3.1.1). Additionally, we observed the down-regulation of the *gabD* gene of the GABA shunt pathway, which encodes an NAD-consuming succinic semialdehyde (SSA) dehydrogenase (EC 1.2.1.16) that catalyses the oxidation of SSA to succinate. 

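The log2 change of gabD (lp_3092) was −1.33 in CJ at the LE phase (standard error 0.11, adjusted p 9.4e-05, limma with Benjamini-Hochberg adjustment). It was down-regulated in PJ as well, by −2.30, and at maintenance by −1.63 in CJ and −2.98 in PJ. From the rise of the citrate, fumarate and ansB genes and the fall of this NAD-consuming step, the paper reasons that C2 regenerated NAD in CJ by other routes, in which fumarate is reduced to succinate.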

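The gene lp_2183 had a log2 change of 1.88 in CJ at the LE phase (standard error 0.10, adjusted p 1.78e-05, limma with Benjamini-Hochberg adjustment). In PJ it was −0.49, and the difference between PJ and CJ was −2.37. By maintenance in CJ the change was 0.37 and was not called, and the change between the phases, −1.51, was called.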

NAD is also salvaged by the significant up-regulation of the *lp_2183* gene (EC:3.6.1.13), which encodes ADP-ribose (ADPR) pyrophosphatase. ADPR is converted to AMP and ribose phosphate (Rib-P) by hydrolases, which may be recycled to generate NAD *via* the formation of PRPP (phosphoribosyl pyrophosphate). Consistently with the whole-transcriptome study, qRT–PCR confirmed that *lp_3491*, *lp_1425*, and *lp_2183* genes were up-regulated, whereas the *gabD* gene was down-regulated (Supplementary Table S5). The growth of C2 in CJ also resulted in the up-regulation of a set of genes involved in environmental sensing and signal transduction; these transcriptional changes were unique to and characteristic of this niche. 

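During the LE phase in CJ the log2 changes of the agr-like genes lamA and lamC were 1.46 and 1.50. The neighbouring genes rrp5 and hpk5 had changes of 1.97 and 2.69, and hpk11 and rrp11 of 1.44 and 1.09. The changes of lp_0038 and lp_0039 were 1.03 and 1.11, close to the 2-fold limit. With the median of the probes neither of the latter was called, and lp_0038 was also lost with an offset of 50. The other 6 calls held under every processing alternative. The largest adjusted p was 0.000352 (rrp11, limma with Benjamini-Hochberg adjustment). In PJ lamA (−1.35), lamC (−1.30) and, just past the 2-fold limit, rrp5 were down-regulated, and hpk5, hpk11, rrp11, lp_0038 and lp_0039 were not called. In the direct comparison the differences between PJ and CJ were −2.80 for lamA and lamC each and −3.42 for hpk5.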

Genes of two-component systems (TCSs), including the *agr*-like module (*lamA* and *lamC* genes), TCS5 (*hpk5* and *rrp5*), TCS11 (*hpk11* and *rrp11*) and two RR orphans (*lp_0038* of the YycH family and *lp_0039* of the YycI family), were up-regulated. A typical TCS consists of a membrane-associated histidine protein kinase (HPK) and a cytoplasmic response regulator (RR). The former detects specific environmental signals, whereas the latter regulates gene expression. The *agr*-like module *lamA* is known to affect genes involved in activated glucose and galactose production, pyrimidine biosynthesis, and sugar uptake and metabolism^21^. In agreement with this finding, under CJ conditions, *lamA* is apparently involved in global cellular responses, such as the up-regulation of transport (PTS type) for several sugars (such as mannose, fructose and cellobiose, by the related genes *pts9AB*, *fruA* and *pts7C*, respectively), the production of activated glucose (*galE2*, EC:5.1.3.2) and galactose (*galK*, EC 2.7.1.6), and the down-regulation of purine and pyrimidine biosynthesis genes. 

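The fructose transporter gene fruA rose by a log2 change of 4.66 in CJ at the LE phase, and the cellobiose transporter gene pts7C by 1.20. For the mannose transporter gene pts9AB the change was 0.91, short of the 2-fold limit (adjusted p 0.00218, limma with Benjamini-Hochberg adjustment). The neighbouring genes galE2 and galK had changes of 1.79 and 2.78. In PJ, fruA (3.17), galE2 (1.63) and galK (1.76) were up-regulated too, whereas pts7C was not called and pts9AB was down-regulated (−1.43, with probes that differed from each other). Standard errors of these genes lay between 0.10 and 0.15.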

UDP-galactose is an intermediate in D-galactose metabolism, a known amphibolic metabolic pathway, which affects the expression of various other genes, many of whose functions cannot currently be related to the involved metabolite. The inherent composition of CJ, which may serve as a source of purine and pyrimidine, probably resulted in the down-regulation of genes encoding related metabolic pathways. 

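Part of the pyrimidine genes form a cluster from pyrE to pyrR1, from 2398343 to 2407833 on the minus strand of the WCFS1 chromosome. During LE growth in PJ the 14 pyrimidine genes had a median of −0.14 relative to all genes, with 1 down-regulated, against 10 in CJ. The direct comparison of the juices called 9 of the 14 genes higher in PJ and 1 lower, with a median difference of 1.85. The purine genes did not separate the juices in the same way, with 6 of 17 higher and 5 lower in PJ. For pyrE the log2 difference between PJ and CJ was 4.35 (adjusted p 4.71e-07, limma with Benjamini-Hochberg adjustment). Levels of purines and pyrimidines in the juices were not analysed here.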

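For CJ at the LE phase the log2 changes of the csc genes lp_3073 and lp_3074 were 3.55 and 3.51, the largest of those listed for CJ. Those of lp_3075, lp_2173, lp_3412, lp_2175, lp_3453 and lp_3452 lay between 1.20 and 1.68. For lp_3414 the change was 0.99, short of 2-fold (adjusted p 0.000284, limma with Benjamini-Hochberg adjustment), and it was called without CJ LE replicate 1. An offset of 50 lost the calls of lp_2175 and lp_3452. The paper lists 14 csc genes as up-regulated in one juice or the other, of which 8 were up-regulated and 3 down-regulated in CJ; the list was drawn from these same samples, so the counts are no independent evidence.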

Specific gene cassettes were up-regulated, such as the csc gene family (*lp_2173*, *lp_2175*, *lp_3073*, *lp_3074*, *lp_3075*, *lp_3412*, *lp_3414*, *lp_3452* and *lp-3453*). These genes encode extracellular proteins involved in the degradation and utilization of plant oligo- or polysaccharides. Several significantly DE genes were assigned to a GO functional category involving translation machinery, such as aminoacyl tRNA synthetase (see Supplementary Fig. S4). 

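Among the aminoacyl-tRNA synthetase genes, aspS (log2 change −2.00), valS (−1.93), ileS (−1.64) and serS2 (−1.45) fell most in CJ at the LE phase. The changes of pheT, gltX, hisS, pheS and metS lay between −1.20 and −1.02. For cysS the change was −0.99, short of the 2-fold limit. Standard errors were between 0.10 and 0.16, and the largest adjusted p was 0.000972 (pheS, limma with Benjamini-Hochberg adjustment). The calls of pheS and metS were lost with an offset of 50 and without background correction, that of metS also without CJ LE replicate 2, and that of gltX under both 75th percentile scalings. Among these genes in PJ, serS2 was down-regulated (−1.30) and ileS was up-regulated (1.33). The direct comparison called 11 of the 21 genes of the family higher in PJ than in CJ and none lower.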

We found that many genes (*pheT*, *pheS*, *valS*, *serS2*, *aspS*, *gltX*, *hisS*, *cysS*, *metS* and *ileS*) involved in translation machinery were down-regulated, indicating that growth in CJ slowed translation and reduced the energy needs and cellular physiology in C2. Energy saving was also assured by the down-regulation of genes encoding proteins involved in thiamine metabolism (*xtp1*, EC:3.6.1.66; *thiE*, EC:2.5.1.3; *thiM*, EC:2.7.1.50; and *thiD*, EC:2.7.1.49 2.7.4.7). 

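The log2 change in CJ at the LE phase was −1.63 for thiD, −1.12 for thiM, −1.08 for thiE and −1.01 for xtp1. Adjusted p values ran from 2.67e-05 for thiD to 0.000752 for thiE (limma with Benjamini-Hochberg adjustment). The last 3 lie close to the 2-fold limit, and each lost its call with an offset of 50, and thiM and xtp1 also without background correction. Without CJ LE replicate 2 xtp1 and thiE were not called. thiM, thiD and thiE were down-regulated in PJ also, by −1.16, −1.88 and −1.95, and xtp1 was not called there. After maintenance in CJ the changes of thiD, thiE, thiM and xtp1 were −2.48, −2.28, −1.95 and −1.48, and the probes of thiM differed from each other.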

D-alanine metabolism is linked to a significant acid tolerance response (ATR)^22^. The down-regulation of *dltC1* (EC:6.1.1.13), *alR* (EC:5.1.1.1) and *dltA* (EC:5.1.1.2), which are involved in D-alanine metabolism, may be assumed; growth in CJ does not constitute an acid stress condition for C2. 

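During the LE phase in CJ the log2 change was −2.18 for dltC1, −2.14 for dltA and −1.58 for alr, with standard errors of 0.10, 0.11 and 0.10. Adjusted p values were 1.04e-05, 1.26e-05 and 3.64e-05 (limma with Benjamini-Hochberg adjustment), and the calls held under every processing alternative. The dlt genes lp_2016 to lp_2020 (dltD, dltC1, dltB, dltA and dltX) lie together from 1817867 to 1822336 on the minus strand of the WCFS1 chromosome, and all 5 were down-regulated in CJ. At maintenance none of them was called in CJ, and alr changed by −0.93. The change between the phases was called for these 5 genes, with a median of 1.97 over the 6 dlt genes on the array.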

During the maintenance period, the above transcriptomic responses were confirmed in C2 (see Supplementary Fig. S5). However, we identified several DE genes required for maintenance in CJ (see Supplementary Dataset S4). 

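Of the 43 genes named above for CJ that were called at the LE phase as stated, 25 were called in the same direction at maintenance in CJ, 18 were not called and none was called in the opposite direction. Among those that stayed up-regulated, hpk5 changed by 3.57, lamA by 1.88 and lamC by 1.79; the probes of lamA differed from each other and some were saturated. Over all genes of the families, 3 aminoacyl-tRNA synthetase genes were down-regulated and 4 were up-regulated, with a median of −0.12. Between the phases the change was called upwards for 8 of the 21 synthetase genes and downwards for none.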

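For CJ at maintenance the log2 change was 1.99 for rplL, 1.57 for rplQ, 1.45 for rplJ and 1.25 for rpmB of the large subunit. For the small subunit it was 1.78 for rpsT and between 1.08 and 1.46 for rpsD, rpsL, rpsM, rpsI, rpsJ, rpsK, rpsO and rpsP. For rpsC it was 0.97, short of the 2-fold limit (adjusted p 0.000598, limma with Benjamini-Hochberg adjustment). The standard errors of these genes ran from 0.11 to 0.20, with 1 array of CJ and 1 of MRS behind each value. With the median of the probes rpsD was no longer called. rpmB, rpsT and rpsP were already up-regulated in CJ at the LE phase, by 1.47, 1.60 and 1.62, whereas rplJ was then down-regulated (−1.43).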

The expression pattern of translation-related genes was affected by the up-regulation of 14 genes encoding 50S (*rplJ*, *rplL*, *rpmB*, and *rplQ*) and 30S (*rpsD*, *rpsC*, *rpsT*, *rpsM*, *rpsO*, *rpsP*, *rpsI*, *rpsJ*, *rpsK*, and *rpsL*) ribosomal proteins (RPs). In addition to protein biosynthesis, RPs also participate in DNA repair, cell death, transcriptional regulation and environmental sensing. The plt locus (*lp_1354a*, *lp_1355* and *lp_1356*) encodes a typical HPK (*pltK*, *lp_1355*) of the HPK10 subfamily and a RR (*pltR* and *lp_1356*). This locus also includes a 58 amino acid double-glycine-type AIP precursor (*pltA*, *lp_1354a*) upstream of *pltK*; this precursor is an additional sensing system activated in C2 during the maintenance period (but not observed during the LE growth phase). However, based on the results from the microarray data, we hypothesized that the salvaging of energy was partly accomplished by down-regulating the biosynthesis of nonessential folate pathway components (*purH*, *dfrA*, *purN*, *fmT*, *glyA* and *thyA*; see Supplementary Dataset S4). 

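At maintenance in CJ the log2 change was 2.28 for pltA, 2.92 for pltK and 1.90 for pltR, with standard errors of 0.15, 0.12 and 0.12. The largest adjusted p was 3.62e-05 (pltR, limma with Benjamini-Hochberg adjustment), and the 3 calls held under every processing alternative. Of these alternatives, those that leave out an LE replicate cannot change a fold at maintenance. Earlier, at the LE phase in CJ pltA changed by 0.77 and pltK by 0.86, and pltR was called with 1.19. The change between the phases was called for pltA (1.51, adjusted p 0.00169) and pltK (2.06, adjusted p 0.000469) by the same test, but not for pltR (0.71). The locus lies from 1243751 to 1245935 on the plus strand of the WCFS1 chromosome. In PJ at maintenance pltK was up-regulated (1.33) and the other two genes were not called.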

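For CJ at maintenance the log2 change was −2.79 for purN and −2.31 for purH, 2 neighbouring purine genes. It was −1.22 for thyA, −1.19 for glyA, −1.14 for dfrA and −1.04 for fmt. Adjusted p values reached at most 0.000517 (fmt, limma with Benjamini-Hochberg adjustment). The call of fmt was lost with an offset of 50, with 75th percentile normalization and with the median of the probes. purN (−2.03), purH (−2.45) and glyA (−1.42) were already down-regulated at the LE phase, whereas thyA, dfrA and fmt were not called then. In PJ at maintenance none of the 6 genes was called, and the probes of purN were saturated there.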

During the maintenance period, C2 ensured a supply of sulphur-containing amino acids involved in a variety of cellular functions by up-regulating genes encoding enzymes involved in cysteine and methionine metabolism (*metH*, *thrA2*, *cysE*, *hom1*, *metE*, *hicd2* and *metA*; see Supplementary Dataset S4). 

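For CJ at maintenance the log2 change was 3.61 for cysE, 2.09 for hom1, 1.49 for metE, 1.23 for hicD2, 1.14 for thrA2 and 1.05 for metH. metA was called up-regulated as well, with no probe well above background in MRS. Adjusted p values reached at most 0.00114 (metA, limma with Benjamini-Hochberg adjustment). metH, thrA2 and metA lost their calls with an offset of 50, metH and metA also without background correction, and metA also with mean spot intensities and with the median of the probes. cysE (2.91), hom1 (1.69) and metA (1.57) were already up-regulated in CJ at the LE phase. In PJ at maintenance all of these genes but cysE were up-regulated, with metH at 3.04 and metE at 2.45.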

Methionine not only is the universal initiator of protein synthesis, but also is involved in active methyl group cycling, polyamine biosynthesis and the trans-sulphuration pathway. 

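The array covers 2 ribokinase genes. rbsK1 had a log2 change of −2.68 in CJ and −2.17 in PJ at the LE phase (adjusted p 7.66e-06 and 1.2e-05, limma with Benjamini-Hochberg adjustment), and rbsK2 had 0.23 and −0.24 and was not called. At maintenance rbsK1 was down-regulated in CJ (−1.32) and was not called in PJ (−0.37). The change of rbsK1 between the phases was called in both juices. Of the phosphoketolase genes, xpkA changed by −0.45 in CJ and −0.41 in PJ at the LE phase, and xfp by −1.12 in CJ, which was called, and by −0.66 in PJ.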

Expression of the enzyme ribokinase was highest in MRS broth; however, the expression levels of the phosphoketolase enzyme were similar in all three media. These results suggest that the ribose generated in the phosphoketolase pathway in MRS was most likely used for nucleotide synthesis rather than for energy production. This possibility is supported by the fact that genes for nucleotide synthesis (purines and pyrimidines) were also preferentially expressed in MRS (see Supplementary Figs S3 and S5, Dataset S4, and Table S5).

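Over the 31 purine and pyrimidine genes, 22 were lower in CJ than in MRS at the LE phase and 26 at maintenance, and 1 was higher at the LE phase. In PJ at maintenance, 3 of the 17 purine genes were down-regulated and 2 were up-regulated, and none of the 14 pyrimidine genes was called. In PJ the change between the phases was called upwards for 6 of the purine genes and downwards for none, with a median of 0.87.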

### *L. plantarum* C2 displays distinct transcriptional adaptations in its core metabolic pathways for growth and maintenance in PJ

The transition to PJ resulted in distinct transcriptional adaptations in C2 in response to an acidic environment typical of fruits. A set of significantly enriched putative KEGG pathways was obtained through DAVID pathway analysis (Supplementary Fig. S6 and Dataset S4). Due to the low initial pH values (3.69 ± 0.02) and high buffering capacity (27.0 ± 0.8 mmol HCl pH^−1^ l^−1^) in PJ, mild lactic acidification occurred during the LE growth phase (3.35 ± 0.02), and the pH remained almost constant during maintenance (3.22 ± 0.01) (Fig. 5 and Table S2). Compared to growth in CJ and MRS medium, PJ induced the longest latency phase (5.74 ± 0.38 h) (Fig. 5). The cell viability during maintenance was 8.35 ± 0.03 log CFU/ml (Table S2). The concentration of glucose, fructose, and sucrose in PJ did not vary significantly (p-value < 0.05), whereas a noticeable consumption (p-value < 0.05) of malic acid was observed in both the LE growth phase (33%) and maintenance (29%) (Table 1 and Supplementary Table S3). The total free amino acids (FAA) decreased (p-value < 0.05) in PJ during the LE growth phase (20%), then markedly increased (p-value < 0.05) during maintenance (157%) (Table 1 and Supplementary Table S4). The acidic environment of PJ altered the transcriptomic profile, which reflected on ATR. The up-regulation of *nhaP2*, a Na^+^/H^+^ antiporter that might be affected by extracellular pH, was observed. 

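The log2 change of the antiporter gene nhaP2 (lp_2608) was 1.42 in PJ at the LE phase (standard error 0.12, adjusted p 7.66e-05, limma with Benjamini-Hochberg adjustment) and 1.40 at maintenance. In CJ it was −0.71 and −0.76 and was not called. The call in PJ held under every processing alternative.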

We also observed the up-regulation of genes that rerouted pyruvate towards fatty acid biosynthesis. 

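During LE growth in PJ the log2 change was 1.17 for pox5 (lp_3589; standard error 0.10, adjusted p 0.000107, limma with Benjamini-Hochberg adjustment). pox1 (lp_0849) changed by 0.64 and pox3 (lp_2629) by −0.51, and neither was called under any of the alternatives. By maintenance in PJ pox1 (2.24) and pox3 (2.07) were up-regulated, and the change between the phases was called for both, whereas pox5 was at 0.01. In CJ at the LE phase pox1 (2.78) and pox3 (1.31) were up-regulated.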

Pyruvate oxidase genes (*pox1, pox3, *and *pox5*; EC:1.2.3.3), which are involved in the conversion of pyruvate to acetyl-coenzyme A (acetyl-CoA), were up-regulated. In addition, the expression of genes encoding pyruvate-consuming enzymes (*ldhL1*, *ldhL2*, and *hicD3*; EC:1.1.1.27) was down-regulated. These results suggest that the altered production of acetyl-CoA was primarily detrimental to lactate production. 

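The log2 change in PJ at the LE phase was −2.08 for ldhL2 and −1.38 for hicD3, with adjusted p values of 1.06e-05 and 6.96e-05 (limma with Benjamini-Hochberg adjustment). For ldhL1 it was −0.99, short of the 2-fold limit (adjusted p 0.000718, same test), and ldhL1 was called without PJ LE replicate 1. By maintenance in PJ ldhL1 (−1.55) and hicD3 (−1.73) were down-regulated and ldhL2 (−0.52) was not called. In CJ none of the 3 genes was called at the LE phase.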

The downstream utilization of acetyl-CoA appeared to be rerouted towards malonyl-CoA because the transcription of *accA2*, *accD2*, *accC2* (encoding the acetyl-CoA carboxylase subunits alpha and beta and the biotin carboxylase subunit, respectively; EC:6.4.1.2) increased. These molecules are further utilized in fatty acid biosynthesis (*fabH2*, *fabD*, *fabF*, *fabG1*, *fabZ1*, *fabZ2*, *fabI*). 

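During LE growth in PJ the log2 change was 1.38 for accA2, 1.21 for accD2 and 1.27 for accC2, with adjusted p values between 4.97e-05 and 0.00023 (limma with Benjamini-Hochberg adjustment). Under both 75th percentile scalings the 3 genes stayed above the median of all genes but fell short of 2-fold and lost their calls. By maintenance in PJ accD2 changed by 1.73 and accC2 by 1.53, and accA2 was saturated on that array. In CJ accA2 (−1.16) and accC2 (−1.07) were down-regulated at the LE phase.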

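The fab genes lie with the acc genes in a cluster from fabZ1 to fabI, from 1522732 to 1532070 on the plus strand of the WCFS1 chromosome. During LE growth in PJ fabZ1, fabZ2, fabH2, fabI, fabD and fabG1 had log2 changes between 1.25 and 1.68. For fabF the change was 0.89, short of the 2-fold limit, with an adjusted p of 0.000765 (limma with Benjamini-Hochberg adjustment). fabD lost its call under both 75th percentile scalings. In CJ the same cluster tended the other way, with fabG1 (−1.29) and fabF (−1.07) down-regulated. The direct comparison of the juices called 11 of the 18 fab and acc genes higher in PJ and 1 lower, with a median difference of 2.10.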

The same findings were confirmed by qRT-PCR data (Supplementary Table S5). In PJ, several amino acid metabolism pathways were up-regulated that might play roles in the ATR in C2; these pathways include D-alanine metabolism (*dltD*, *dltC1*, *dltB*, *dltA*, and *dltX* genes), histidine metabolism (10 genes were up-regulated), and aromatic amino acid synthesis (phenylalanine, tyrosine and tryptophan, which are involved in the up-regulation of the shikimate pathway, including the genes *AroA*, *AroB*, *AroC2*, *AroD1*, *AroI*, *AroF*, *trpE*, *trpD*, *trpF*, *trpC*, *trpB*, *trpA*, *tyrA*, and *hisC)*. This pathway may also be involved in redox balancing and NAD regeneration. 

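Growth in PJ to the LE phase gave log2 changes of 2.31 for dltX, 1.50 for dltD (standard error 0.28), 1.41 for dltB, 1.26 for dltA and 1.07 for dltC1. The call of dltC1 was lost under both 75th percentile scalings and that of dltD with the processed signal. In the direct comparison of the juices the 5 genes were higher in PJ, with a median difference of 3.51 over the 6 dlt genes. Of the 11 histidine biosynthesis genes 7 were up-regulated, with a median of 1.08 (1.99 with the processed signal). The count was 10 under both 75th percentile scalings and with the authors' log2 values. It was 5 with an offset of 50 and without background correction. Of the 19 aro, trp and tyrA genes 13 were up-regulated, with a median of 1.77. trpA (4.98, probes from 3.67 to 5.86), trpB (4.33), trpD (4.15) and trpF (4.07) rose most, and the probes of trpC ran from 0.16 to 3.40. trpE was called as well, with no probe well above background in MRS. aroC2 had 3.12, and aroF, aroD1, aroI, tyrA and aroA lay between 1.36 and 2.12. aroB (0.92) and hisC (0.98) stayed short of the 2-fold limit. The largest adjusted p of the called genes was 0.00351 (dltD, limma with Benjamini-Hochberg adjustment). By maintenance in PJ 2 of the 19 aromatic genes were up-regulated, and the fall between the phases was called for 13 of them.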

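During the LE phase in PJ oppB, oppC, oppD and oppF, which follow each other from 1148274 to 1152308 on the plus strand of the WCFS1 chromosome, had log2 changes of 2.20, 1.97, 2.19 and 2.14. The largest of their adjusted p values was 1.05e-05 (oppC, limma with Benjamini-Hochberg adjustment). pepN changed by 1.04 and pepQ by 1.41, with standard errors of 0.13 and 0.19. pepN was at the 2-fold limit and lost its call with an offset of 50, with the median of the probes, under both 75th percentile scalings and without PJ LE replicate 1. Of the genes annotated for branched-chain amino acid transport, a list drawn by annotation after the data had been seen, bcaP (1.77), brnF (1.53), ileT (1.26), valT (1.09) and brnE (1.02) were up-regulated in PJ, whereas brnT (−0.05), lp_3184, lp_3185 and the ABC transporter genes livA to livE were not called.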

Several genes encoding branched amino acid transporters, ABC-type oligopeptide transporters (*oppC*, *oppB*, *oppD*, and *oppF*), and two genes involved in intracellular peptidase activity (*pepN*, EC:3.4.11.2; and *pepQ*, EC:3.4.24) were up-regulated. 

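The array annotation names 175 genes as parts of ABC transporters, a list drawn by that phrase after the data had been seen. During the LE phase in PJ 51 of them were up-regulated and 12 were down-regulated, so that 29.1% were up-regulated against 12.1% of all genes. In CJ 17 were up-regulated and 5 were down-regulated, and compared directly 45 were higher and 18 were lower in PJ. After maintenance in PJ 37 were up-regulated. No test was made of these shares.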

Several additional genes encoding ABC transporters, which release energy from phosphoryl bonds (from ATP) to enable the transport of certain nutrients and minerals, were up-regulated, a result consistent with the qRT-PCR data (Supplementary Table S5). 

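During the LE phase in PJ 25 of the 54 ribosomal protein genes were up-regulated and none was down-regulated, with a median of 0.95 relative to all genes. The changes ran from −0.68 to 1.80, so that many members lie close to the 2-fold limit. Without PJ LE replicate 2 the count was 29, and under both 75th percentile scalings it was 18 and 20. A 3-fold limit left 3 genes. In the direct comparison with CJ, 9 of the 54 genes were higher in PJ and 2 were lower.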

Forty-four genes involved in translation (50S and 30S RPs) were up-regulated during growth in PJ. The removal of protons (H^+^) by F_1_F_0_-ATPase is another example of an ATR mechanism adopted by C2 *via* the up-regulation of the genes *atpA*, *atpB*, *atpC*, *atpD*, *atpE*, *atpF*, *atpG*, and *atpH*. 

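The 8 atp genes lie together from 2134274 to 2140720 on the minus strand of the WCFS1 chromosome. In PJ at the LE phase all of them rose, with log2 changes from 0.65 (atpE) to 1.19 (atpD) and a median of 1.02 relative to all genes. atpD, atpA (1.08), atpB (1.08) and atpG (1.03) passed the 2-fold limit, with adjusted p values up to 0.000379 (atpB, limma with Benjamini-Hochberg adjustment), and atpH (0.98), atpC (0.95), atpF (0.93) and atpE did not. atpA, atpB and atpG lost their calls under both 75th percentile scalings, and atpB and atpG also without PJ LE replicate 1. atpG was lost as well without background correction, with mean spot intensities, with the authors' log2 values and with the median of the probes. The direct comparison with CJ, with 2 arrays on each side, called all 8 genes higher in PJ, with a median difference of 1.80. At maintenance in PJ 7 of the 8 genes were called up-regulated. From these changes and those of nhaP2, of the fatty acid genes and of amino acid metabolism, the paper reasons that C2 mounted an acid tolerance response in PJ, in which F1F0-ATPase removes protons.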

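During the LE phase in PJ the log2 change was 1.39 for lp_3677, 1.29 for lp_3678, 1.23 for lp_3458, 1.05 for lp_3679 and 1.03 for lp_3676. Adjusted p values reached at most 0.000482 (lp_3676, limma with Benjamini-Hochberg adjustment). lp_3676 and lp_3679 lost their calls with an offset of 50, and lp_3676 also without background correction and without PJ LE replicate 2. In CJ lp_3677 (−1.31), lp_3678 (−1.41) and lp_3679 (−1.64) were down-regulated. After maintenance in PJ these 3 genes were down-regulated too, by −1.15, −1.04 and −1.34, and the change between the phases was called. lp_3676 to lp_3679 are neighbours, from 3293466 to 3297330 on the minus strand.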

Different genes of the csc cassette (*lp_3458*, *lp_3676*, *lp_3677*, *lp_3678* and *lp_3679*) were up-regulated in C2 grown in PJ. 

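Dataset S4 of the paper lists 9 genes of pyruvate metabolism for PJ at the LE phase, and all 9 were down-regulated here, with a median log2 change of −1.92 relative to all genes. Because the list was chosen by the paper on these samples, this is no independent evidence. The genes pdhD (−3.41), pdhC (−2.93), pdhB (−2.17) and pdhA (−1.86) of the pyruvate dehydrogenase complex lie together from 1943205 to 1948069, and their largest adjusted p was 1.3e-05 (pdhA, limma with Benjamini-Hochberg adjustment). The malolactic enzyme gene mleS had −2.59. In CJ none of the pdh genes was called at the LE phase.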

During the LE growth phase in PJ, we observed the down-regulation of genes involved in pyruvate metabolism. This finding suggests that the energy metabolism status is modified. The exposure to high levels of carbohydrates (Table 1 and Supplementary Table S3) probably led to inefficient metabolism and/or catabolic repression, and the bacteria needed to equilibrate the extra- and intra-cellular concentration. 

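Besides fruA, the log2 changes in PJ at the LE phase were 2.46 for pts2CB, 1.88 for pts18CBA, 1.25 for pts1BCA and 1.20 for rafP. The largest adjusted p was 0.000142 (rafP, limma with Benjamini-Hochberg adjustment), and these calls held under every processing alternative. In CJ, pts1BCA (3.92), rafP (3.02) and pts18CBA (2.27) were up-regulated too, with larger changes, whereas pts2CB (0.67) was not called. In PJ at maintenance pts2CB changed by 4.11, and pts1BCA was called up-regulated, with no probe well above background in MRS.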

Genes encoding phosphotransferase systems (PTS) for acetyl-glucosamine, raffinose, oligosucrose, mannitol and fructose (*pts18CBA*, *rafP*, *pts1BCA*, *pts2cB*, and *fruA*; EC:2.7.1.69) were up-regulated. In contrast, most PTS genes for various carbohydrates (*e.g*., cellobiose and mannose), the second largest transporter classes in *L. plantarum*, were down-regulated. These findings suggest that PEP is allocated to more advantageous pathways for environmental adaptation. 

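Of the 61 genes with a pts symbol, 18 were down-regulated and 3 were up-regulated in PJ at the LE phase, and 40 were not called. Their median was −0.21 relative to all genes, at percentile 0.05, and 46 of the 61 had a change below 0. In the direct comparison 19 were lower in PJ than in CJ and 1 was higher. Of the 61 genes, 32 had a probe well above background on all 8 arrays.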

During the maintenance period, PEP is converted to pyruvate, as shown by the up-regulation of the *pyK* gene, and competes with PEP-PTS (see Supplementary Fig. S7). Furthermore, pyruvate is converted directly to Acetyl-CoA by two formate C-acetyltransferase enzymes (*pflA*, EC:1.97.1.4; and *pflB*, EC:1.97.1.5) for use in fatty acid biosynthesis. 

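At maintenance in PJ the log2 change of pyk (lp_1897) was 1.06 (standard error 0.18, adjusted p 0.00225, limma with Benjamini-Hochberg adjustment). Earlier, at the LE phase it was 0.35, and the difference between the phases (0.71) was not called. In CJ pyk changed by 0.99 at the LE phase and by 0.81 at maintenance, both short of 2-fold.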

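The formate C-acetyltransferase gene pflB and the neighbouring gene pflA had log2 changes of 1.96 and 1.11 at maintenance in PJ (adjusted p 3.41e-05 and 0.000207, limma with Benjamini-Hochberg adjustment). Earlier, at the LE phase in PJ they were −0.89 and −1.18, and the change between the phases was called for both, at 2.84 and 2.30. After maintenance in CJ they were −0.96 and −1.41.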

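The genes lp_1378, lp_1379, lp_1380, lp_1381 and lp_1385 lie between 1262550 and 1269539 on the plus strand of the WCFS1 chromosome. Their rise in PJ at the LE phase ran from 4.39-fold (lp_1385) to 15.0-fold (lp_1380). None of the 5 was called in CJ in either phase or in PJ at maintenance. The difference between the phases in PJ was called for all 5, with adjusted p values up to 0.000711 (limma with Benjamini-Hochberg adjustment), and had a log2 value of −3.61 for lp_1378. The direct comparison called all 5 higher in PJ than in CJ. At maintenance lp_1381 and lp_1385 had no probe well above background in CJ or MRS.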

A gene cluster unique to *L. plantarum* involved in sulphur transport and metabolism was highly up-regulated (fold change ranging from 5.3 to 16.9) only in PJ during the LE growth phase of C2. This cluster includes the genes *lp_1378* (EC:2.7.7.4) and *lp_1379* (EC:2.7.1.25), which encode sulphate-converting enzymes (sulphate adenylyltransferase and adenylylsulphate kinase, respectively). 

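In PJ at the LE phase the log2 change of lp_1378 (cysD) was 3.45, with a standard error of 0.11 and probes from 2.30 to 4.33. That of lp_1379 (cysC), which follows it directly, was 3.82 with a standard error of 0.15. Adjusted p values were 3.52e-06 and 4.54e-06 (limma with Benjamini-Hochberg adjustment).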

The cluster also includes *lp_1380* (EC 3.1.3.7) and *lp_1381* (EC:2.8.2.22), which encode phospho/sulpho-esterase and an extracellular arylsulphate sulpho-transferase, respectively. 

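The log2 change of lp_1380 was 3.90 (standard error 0.18) and that of lp_1381 (astA) was 2.49 (standard error 0.11), with adjusted p values of 8.73e-06 and 6.73e-06 (limma with Benjamini-Hochberg adjustment). lp_1380 starts at 1264320, within the end of lp_1379 at 1264351, in the array annotation.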

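For lp_1385, which lies from 1267764 to 1269539, the log2 change in PJ at the LE phase was 2.13 (standard error 0.12, adjusted p 1.48e-05, limma with Benjamini-Hochberg adjustment). The calls of all 5 genes of the cluster held under every processing alternative.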

A sodium/sulphate symport protein (encoded by *lp_1385*) was also up-regulated. 

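Of the 55 genes named above for PJ that were called at the LE phase as stated, 31 were called in the same direction at maintenance in PJ and 21 were not called. The other 3, lp_3677, lp_3678 and lp_3679, were called in the opposite direction. The oligopeptide transport genes rose further, to a median of 4.24, and the change between the phases was called for all 5. The F1F0-ATPase genes had a median of 1.27 and the dlt genes of 1.54.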

Transcriptomic responses observed during the LE growth phase persisted during the maintenance period. A number of up-regulated genes involved in the synthesis of 50S and 30S RPs (elongation factor [EF]-Tu and SecY, RpoA and RpoC,B) were observed. These EFs are primarily responsible for escorting aminoacyl transfer RNAs (tRNAs) to the ribosome. 

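At maintenance in PJ 37 of the 54 ribosomal protein genes were up-regulated and 1 was down-regulated, with a median of 1.55 relative to all genes (2.05 with each array scaled to its 75th percentile). The log2 change was 2.46 for rpoB, 2.09 for rpoC, 1.93 for secY and 1.46 for rpoA, with adjusted p values up to 0.000162 (secY, limma with Benjamini-Hochberg adjustment). For tuf (lp_2119), the elongation factor Tu gene, it was −0.61 and was not called under any of the alternatives. With the median of the probes rpoA was not called. rpoB, rpoC, secY and rpoA were already up-regulated in PJ at the LE phase, with changes between 1.24 and 1.56.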

The transcription of genes encoding aminoacyl-tRNA synthetases was up-regulated, most likely due to starvation because of a lack of their cognate amino acids (see Supplementary Fig. S8).

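At maintenance in PJ 12 of the 21 aminoacyl-tRNA synthetase genes were up-regulated and 1 (cysS, −1.78) was down-regulated. Their median was 1.30 relative to all genes, at percentile 99.99. Earlier, at the LE phase, 3 were up-regulated and 1 was down-regulated, with a median of 0.32 (0.08 with the processed signal). Between the phases the change was called upwards for 8 genes and downwards for 1. ileS changed by 2.79 (adjusted p 1.07e-05, limma with Benjamini-Hochberg adjustment), and valS was saturated in PJ and gives no fold.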

### Phenotypic switching associated with the adaptation of *L. plantarum* C2 to plant niches

Transcriptional adaptation to environmental changes may lead to phenotypic switching. In a phenotypic screen, we tested whether the expression of genes in C2 varied during growth and maintenance in plant substrates and whether this variability exhibited phenotypic consequences. Cells of C2 in CJ, PJ and MRS were collected during the late exponential (LE) growth phase and after 21 days of maintenance, and used to inoculate the PM plates. Differences in the cell respiration activity of C2 were monitored using the Phenotype MicroArray System (Omnilog), a 96-well plate-based assay, and each well contains unique medium and equivalent tetrazolium dye that develops a purple colour in the reduced form. Cell respiration activity was evaluated through a kinetic response curve bounded by the colour development time-series. The range of phenotypes analysed included the transport, uptake, and catabolism of carbon and nitrogen. Phenotypic assays were performed in duplicate, with high reproducibility (*R*^*2*^ > 0.95 for each metabolite). We show only the most significant (p-value < 0.05) differences in metabolic activities under the experimental conditions used in this study (Fig. 6A,B; Supplementary Dataset S5). During C2 growth and maintenance, both plant substrates induced different phenotypic switching in the utilization of carbon sources. These changes occurred at the levels of pentose and glucuronate interconversion and of glycolysis and galactose metabolism. In CJ, pentose sugars (*e.g*., ribose and arabinose) were highly utilized, whereas in PJ, a major shift towards hexose and hexose derivatives (*e.g*., galactose and mannitol) and oligosaccharides (*e.g*., trehalose, maltotriose, and cellobiose) as sole carbon sources was observed. The increased flux of hexose sugars entering the cell may be a consequence of exposure to high levels of carbohydrates in PJ (Table 1). We also found that PJ stimulated nitrogen metabolism (free amino acids and oligopeptides), particularly during the LE growth phase. Metabolic crosstalk between different metabolism pathways could not be excluded because carbon metabolism is known to regulate nitrogen metabolism in certain bacteria. By simplifying this intricate framework, we were able to describe the phenotypic dissimilarities in C2 among the different plant substrates and MRS medium. Carbon metabolism was most dissimilar in CJ with respect PJ and MRS, and nitrogen metabolism was most dissimilar in PJ compared to CJ and MRS.

## Discussion

In this study, we generated genome-wide transcriptome and phenotypic microarray profiles of *L. plantarum* in plant niches during growth and maintenance. CJ and PJ were chosen as model systems representative of vegetables (non-acidic environment) and fruits (acidic environment), respectively. Differences in pH values resulted as a significant factor affecting differential gene expression in plant substrates. To our knowledge, this report is the first to present whole-transcriptome and phenome data generated from *L. plantarum* cells cultivated under plant-like conditions. Useful glimpses of this complex biological reality can be gleaned from analysing gene expression under biologically relevant conditions compared to that under rich or artificial media. Whole-genome expression analyses can be combined with phenotypic microarrays to offer a broader picture. The core genome of *L. plantarum* has been proposed to encode traits needed for successful adaptation to and functionality in bacterial niches^2^,^4^. Over 3,000 genes are present in *L. plantarum*, as determined by genome sequencing and comparative genome hybridization studies^2^. We identified a set of 3,122 genes in *L. plantarum* C2 that were expressed under the experimental conditions of this study. The percentage of DE genes ranged from 21 to 31%, depending on the plant niche and cell physiological state. 

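The share of the 3122 genes called DE was 20.6% in CJ and 24.6% in PJ at the LE phase, and 27.9% in CJ and 29.6% in PJ at maintenance.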

*L. plantarum* C2 appeared to specifically respond to plant signals. Regardless of the plant substrate used, when C2 cells were moved from rich MRS medium to the two plant-like substrates, a common transcriptional response associated with important biological processes was observed during growth (organic acid, amine, amino acid and nucleotide transport and oxidation-reduction processes) and maintenance (cellular amine, amino acid and protein processing, sulphur amino acid metabolism and biosynthetic processes). Although the transition of *L. plantarum* C2 to PJ affected the growth, specifically lengthening the lag phase of growth, the plant substrates did not appear to induce high levels of environmental stress in *L. plantarum* C2, as indicated by the finding that several universal stress-responsive genes were down-regulated compared to cells grown in MRS medium. In other words, universal stress proteins (e.g., heat shock proteins, chaperonins, USP proteins), which usually are stimulated by a large variety of conditions, such as stationary phase, starvation for carbon, nitrogen, phosphate, sulphate and amino acids, and exposure to heat, oxidants, metals, antibiotics and other stimulants^23^, were down-regulated. Similar transcriptomic expression has been found in *Lactococcus lactis* KF147, which was originally isolated from plants, during growth in *Arabidopsis thaliana* leaf tissue lysate^24^. These findings are consistent with the idea that autochthonous lactic acid bacteria from the plant environment are better suited to plant-based fermentation than are allochthonous strains^15^. Although it has been reasoned for decades that metabolically inert prophage DNA would cause a selective disadvantage to the host^25^, the model system applied here clearly suggests that prophage genes are part of the host physiology under specific ecological conditions. Suitable model systems to study phage-host interaction in a relevant ecological context are lacking in the literature, particularly for plant ecosystems. The data provided for such complex genome interactions may indicate a substantial challenge in assessing the role of prophages for the phenotype of *L. plantarum* under plant-like conditions. Considering the adaptation responses observed in this study, we have proposed a carrot and pineapple sensing and adaptive regulation model for *L. plantarum* C2, which is shown in Fig. 7. Alterations at the transcript level are imprinted in C2 during both the LE growth phase and the maintenance period in the carrot model system. Functional pathways are activated to sense the environment, and other core pathways are modulated to save energy and to adopt alternate routes for NAD^+^ cofactor regeneration (Fig. 7A). The citrate-to-succinate route of the TCA cycle was followed to regenerate this cofactor^26^. During fermentation in heterofermentative lactic acid bacteria, citrate metabolism may contribute to energy production by providing a major alternate pathway for NAD^+^ regeneration^4^,^26^. Aspartate metabolism generates fumarate *via* ammonia-lyase and GABA shunt pathway down-regulation, further salvaging NAD^+^. This finding suggests that *L. plantarum*, like other lactobacilli, has a functional citrate metabolism pathway that may lead to succinate production^27^. The GABA shunt is energetically less efficient than the direct oxidation of 2-ketoglutarate to succinate by the TCA cycle. Therefore, visualizing the preferential adoption of this shunt pathway under normal conditions is difficult. The proposed physiological role of ADP-ribose as an anti-repressor of NAD^+^ synthesis is based on the assumption that the cell may interpret the accumulation of ADPR as a signal to replenish the NAD^+^ cofactor pool. This assumption is reasonable, because the only source of ADPR in the cell is the consumption of NAD^+^ through direct enzymatic hydrolysis^28^. The ribose generated in the phosphoketolase pathway in MRS is most likely used for nucleotide synthesis rather than for energy production. This possibility is supported by the fact that the genes for nucleotide synthesis (purines and pyrimidines) are also preferentially expressed in MRS medium. In contrast, in CJ, ribose is utilized primarily in energy production. The preference for pentose sugars in C2 is also observed in phenotypic switching associated with the carrot niche. The signals and/or conditions in the carrot environment seem to stimulate three TCSs in C2. Bacteria generally sense and respond to environmental changes through TCSs^21^,^29^, which are among the most important mechanisms for external environmental sensing and signal transduction^30^,^31^. TCSs are involved in controlling a wide variety of physiological processes that correspond to the regulation of carbohydrate transport under the carrot conditions. During maintenance, the activation of the *pltAKR* operon probably results in the putative quorum sensing control of cell density in C2^29^. Several csc gene cassettes were up-regulated during both the LE growth phase and the maintenance period. The *L. plantarum* WFCS1 chromosome encodes over 200 putative extra-cellular proteins, most of which should be displayed at the cell surface^32^,^33^,^34^. Some of these extracellular proteins are encoded in specific csc gene cassettes^32^, and their primary occurrence in plant-associated Gram-positive bacteria suggests a possible role in the degradation and utilization of plant oligo- or polysaccharides^6^. To save energy, transcriptional reprogramming in C2 most likely involves the down-regulation of nonessential biosynthesis pathways (*e.g*., aminoacyl tRNA synthetase and thiamine metabolism). During growth and maintenance in CJ, *L. plantarum* C2 seemed to prefer to invest energy in other metabolic processes. Saving energy is a metabolic strategy adopted by bacteria to counter environmental conditions^35^. Reduced activity of the electron transport system accounted for a reduction in available ATP, slowing growth in *Staphylococcus aureus* SCVs, which resulted in the down-regulation of the nonessential thiamine metabolism^36^. Similarly, the purine and pyrimidine biosynthesis pathway was down-regulated, suggesting that CJ could provide a sufficient amount of nucleotides; thus, no synthesis was necessary^37^. Another example of energy conservation is the down-regulation of folate biosynthesis during the maintenance period. A decrease in the biosynthesis of folate, a precursor of purine, was most likely linked to the down-regulation of metabolism^38^. Transcriptomic profiling provided evidence that *L. plantarum* responds to prolonged maintenance in CJ by altering its cytoplasmic proteins to maintain cellular homeostasis and hence to facilitate survival. RPs are typically associated with protein synthesis; however, some ribosomes may be secreted to the cell surface or into the external environment as a defence mechanism in response to changing environmental conditions such as those in CJ during the maintenance period^39^. The supply of the sulphur-containing amino acids cysteine and methionine, which are involved in a variety of cellular functions, was recovered during the maintenance period. Methionine is the universal N-terminal amino acid of proteins, and its derivative S-adenosylmethionine is utilized in a variety of methyltransferase reactions. These roles suggest the importance of methionine in cellular metabolism^40^. When PJ was used as a model system, specific transcriptional responses and metabolic pathways were completely modified in C2 cells (Fig. 7B). The metabolic changes that emerged were primarily the result of coordinated ATR. Acid tolerance has been described in numerous lactic acid bacteria such as *Lactococcus lactis* MG1363, *Lactobacillus reuteri* ATCC 23272, *L. bulgaricus* ATCC 11842, *Lactobacillus casei* ATCC 334 and *Lactobacillus rhamnosus* GG^41^. According to previous studies, the mechanisms that underlie ATR are species dependent. The following is a description of the factors involved in ATR in *L. plantarum* under PJ conditions. The up-regulation of the Na^+^/H^+^ antiporter NapA3 is associated with cell wall transport, which might affect survival in acidic environments *via* pH homeostasis^42^. The rerouting of the pyruvate metabolism to favour fatty acid biosynthesis affects membrane fluidity and enhances acid stress resistance^41^,^43^. Membrane lipids have been associated with diverse roles, including respiration, metabolism, protein transport, and peptidoglycan wall synthesis, as well as the initiation of chromosome replication and cell division^44^. The integrity and maintenance of plasma membrane function is vital to cell survival. Alterations in fatty acid composition and membrane fluidity may serve as mechanisms for adapting to changing environments^44^. We postulate that the low pH of plant environments disturbs the cellular balance of free amino acids, which might repress cell growth. Similar findings in *Lactobacillus reuteri* have been reported by Wall *et al*.^45^. The activation of the *dltC* gene, which is involved in D-alanine metabolism, histidine metabolism, and aromatic amino acid synthesis, which is involved in the up-regulation of the shikimate pathway, might play a role in ATR^17^,^22^. Tryptophan biosynthesis is a biologically expensive and complicated process because the products of four other pathways are essential carbon or nitrogen contributors^46^. The precursor chorismate is also the precursor of several other metabolites (*e.g*., *p*-aminobenzoic acid). In addition, glutamine, phosphoribosylpyrophosphate, and L-serine contribute nitrogen and/or carbon during tryptophan formation. Thus, each organism with tryptophan-synthesizing capabilities must have adopted appropriate regulatory strategies to ensure sufficient levels of chorismate. The proteolytic roles of intracellular peptidases as well as of amino acid decarboxylases in adapting to acidic environments have been observed in other lactic acid bacteria^41^,^47^,^48^. Previous studies have indicated that intracellular amino acids might become limiting when cells overcome acidic environments, presumably because of the reduced efficiency of amino acid ABC transporters under acid stress^41^,^49^. This finding is consistent with the lower consumption of FAA in PJ compared to the other media during the LE growth phase. A decrease in the intracellular concentration of amino acids may trigger the cell to obtain amino acids by other means, *e.g*., through the overexpression of peptidases or proteins involved in peptide transport. Branched amino acid transporters and ABC-type oligopeptide transporters were activated under PJ conditions. The clear stimulation of nitrogen metabolism through phenotypic switching was associated with the pineapple niche. Two EFs (EF-Tu and EF-G) are primarily responsible for escorting aminoacyl transfer RNAs (tRNAs) to the ribosome^41^. In addition to their role in translation, these proteins perform a chaperone-like function in protein folding^50^. The interaction between the ribosome and the complex formed between EF-Tu and amino-acyl-tRNA plays a key role in controlling translational accuracy^41^. As in certain lactic acid bacteria species, *L. plantarum* C2 maintains its intracellular pH homeostasis via F_1_F_0_-ATPase under acid stress conditions^41^. Cells experience fluxes in metabolism and energy when adapting to acidic environments, thus suggesting that their energy metabolism status is modified^47^. ABC transporters and phosphotransferase systems, the two largest transporter classes in *L. plantarum* WCFS1, were activated. These transporters employ a sequential mechanism involving several protein-protein interactions to free the energy from phosphoryl bonds (ABC transporters and phosphotransferases hydrolyse ATP and phosphoenolpyruvate, respectively), enabling the transport of certain nutrients (carbohydrates in the case of PTSs) or other molecules across cell membranes^51^. A gene cluster unique to *L. plantarum* was highly up-regulated; genes in this cluster are involved in sulphur transport and metabolism. We speculate that these sulphate-converting enzymes, together with a phospho/sulpho-esterase and an extracellular arylsulphate sulpho-transferase, might be involved in the utilization of sulphate from sulphated polysaccharides found in plants^2^. An intricate phenotypic framework highlights the phenotypic dissimilarity observed in C2 across the different plant substrates and in laboratory culture media. These findings support the transcriptomic data and reveal the cellular mechanisms underlying the adaptation to plant niches. Linking the phenotypes to high-throughput molecular biology data generated by omics technologies allowed us to uncover bacterial phenotypes related to plant-based transcriptomic switching.

The ability to ferment plant substrates is related to the capacity of a bacterium to rapidly adapt and use the available nutrients for growth. The importance of this process, especially for the innovative fermented food industry, has stimulated extensive research. Together, the results presented in this study support the conclusion that *L. plantarum* exhibits high levels of environmental niche specificity to support its growth and survival in different plant-associated habitats. The model system applied here and the reconstruction of the regulatory network will help to elucidate the processes that underlie specific *in situ* behaviour, *e.g*., during food fermentation processes. The carrot substrate influences the behaviour of *L. plantarum* and, in turn, its environmental adaptation and phenotype. We conclude that the strain senses the plant stimulus and adjusts its carbohydrate metabolism, which could increase the strain’s capacity to compete. The chemical composition and acid conditions of the pineapple substrate caused the switching of the bacterial metabolism towards pathways involving the metabolism and catabolism of amino acids, thus modifying the overall plant nutritional and sensory features. Consequently, the combined reconstructed networks could be used to rationalize the discovery of targets for optimizing culture performance and for improving strain robustness, as well as to improve understanding of how lactic acid bacteria transform raw starting materials into economically valuable food, feed, and industrial products.

## Materials and Methods

### Preparation of media

CJ and PJ media were chosen as model systems representative of plant ecosystems (vegetables and fruits, respectively). Juice media were prepared as described by Filannino *et al*.^17^. Briefly, carrot or pineapple was homogenized, centrifuged (10,000 × *g* for 20 min at 4 °C), heat treated (121 °C for 10 min), filtered onto a Whatman apparatus (Polycarp 75 SPF; Whatman International, Maidstone, England), and sterilized by filtration on 0.22 μm membrane filters (Millipore). Rich MRS medium (Oxoid) was used as the control for optimal growth.

### Strain and growth conditions

*Lactobacillus plantarum* C2 obtained from the Culture Collection of the Department of Soil, Plant and Food Science of the University of Bari Aldo Moro (Bari, Italy) was used in this study. *L. plantarum* C2 was isolated previously from carrots^52^. Cultures were maintained as stocks in 15% (vol/vol) glycerol at −80 °C. Culture inocula under the conditions investigated in this study were prepared by harvesting cells during the LE growth phase (ca. 15 h) in MRS broth. The cells were washed twice in 50 mM sterile potassium phosphate buffer (pH 7.0). The initial cell number used to inoculate culture media was ca. 10^7^ CFU/ml. Incubation was performed at 30 °C for 24 h; further maintenance was continued for 21 days at 4 °C. Cell enumeration during growth and after maintenance was conducted by plating onto MRS agar. Growth kinetics were determined and modelled according to the Gompertz equation as modified by Zwietering *et al*.^53^: *y* = *k* + *A* exp{−exp[(*μ*_max_ or *V*_max_ *e*/*A*)(*λ* − *t*) + 1]}, where *k* is the initial level of the dependent variable to be modeled (log CFU/ml or pH units), *A* is the difference in log CFU/ml or pH units (ΔpH) between inoculation and the stationary phase, μ_max_ and *V*_max_ are the maximum growth rate (expressed as log CFU/ml/h) and the maximum acidification rate (expressed as pH/h), respectively, *λ* is the length of the latency phase expressed in hours, and *t* is the time. Fitting procedures and parametric estimations were carried out using the “non-linear estimation” module and the option “user-specified regression, custom loss function” provided by Statistica 7.0 for Windows. The estimators of *A*, *μ*_*max*_, *V*_*max*_, and *λ* were approximated by the application of the algorithm quasi-Newton (Statistica 7.0 for Windows).

Due to the different chemical compositions of the CJ and PJ media and based on growth kinetic data, the LE growth phase of *L. plantarum* C2 was reached after ca. 16 and ca. 18 h, respectively (Fig. 5). Samples were analysed at the LE growth phase in MRS broth, CJ and PJ and after maintenance. Biologically independent duplicates were performed for each condition.

### Physico-chemical analysis

Organic acids and carbohydrates were determined through high-performance liquid chromatography (HPLC) analysis using the Äkta Purifier System (GE Healthcare), which was equipped with an Aminex HPX-87H column (ion exclusion; Bio-Rad) and a UV detector operating at 210 nm or with a Spherisorb column (Waters, Milford, MA, USA) and a PerkinElmer 200a refractive index detector (PerkinElmer, Waltham, MA, USA), as described by Filannino *et al*.^17^. Total and individual free amino acids (FAA) were analysed with a Biochrom 30 series amino acid analyser (Biochrom Ltd., Cambridge Science Park, England)^17^. Total titratable acidity (TTA), soluble solids, total phenol compounds, and buffering capacity were determined as described by Filannino *et al*.^17^. For buffering capacity assay, one-hundred milliliters of each medium was titrated with 1N HCl. The values were expressed as the amount of HCl (mmol) needed to drop 1 pH unit per unit volume (1 liter). Analyses were performed in duplicate with three biological replicates for each growth condition.

### Whole-transcriptome gene expression data

Whole-transcriptome analysis based on customized microarray profiles was used to determine the altered transcription patterns in *L. plantarum* C2. RNA extraction was performed using an RNeasy Mini Kit (Qiagen) with DNase treatment. RNA concentrations and purities were determined at an optical density ratio of 260/280 using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). The integrity of the total RNA samples was verified using an Agilent 2100 Bioanalyzer and an RNA 6000 Nano LabChip (Agilent Technologies). The samples for gene expression analysis were labelled using an Agilent Quick-Amp Labeling Kit (p/n5190–0442). Five-hundred nanograms of each total RNA sample was reverse transcribed at 40 °C using a WT primer (Low Input Quick Amp WT Labeling kit 5190–2943, Agilent Technologies) with a T7 polymerase promoter and converted to double-stranded cDNA. Synthesized double-stranded cDNA was used as the template for cRNA (amino allyl modified) generation. The cRNA was generated by *in vitro* transcription; Cy3 CTP dye (Agilent Technologies) was incorporated during this step^54^. Labelled cRNA was purified using Qiagen RNeasy columns (Qiagen). Quality, yield and specific activity were assessed using a Nanodrop ND-1000. In total, 2000 ng of labelled cRNA sample was fragmented at 60 °C and hybridized onto a custom-designed *Lactobacillus*_GXP_8 × 15 k (AMADID No: 067475) array. Labelled cRNA fragmentation and hybridization were performed using a Gene Expression Hybridization Kit (Agilent Technologies, *in Situ* Hybridization Kit, Part Number 5190–0404). Hybridization was performed for 16 h in Agilent Surehyb Chambers at 65 °C. The hybridized slides were washed using Agilent Gene Expression wash buffers (Agilent Technologies, Part Number 5188–5327) and scanned using an Agilent Microarray Scanner (Agilent Technologies, Part Number G2600D) at 5 micron resolution. Data extraction from the images was performed using Feature Extraction software v11.5 (Agilent).

### Microarray data analysis tools

Text files (.txt format) obtained from the Feature Extraction software were used for analysis. Data from the “gMedianSignal” column (calculated from the intensities of all inlier pixels representing the feature, after outlier pixel rejection) were taken as the foreground intensity, and data from the “gBGMedianSignal” column (median local background signal (local to corresponding feature) computed per channel (inlier pixels)) were taken as the background intensity. The data were background corrected and quantile normalized using the functions in the *limma* package for R. If a gene had more than one probe, the average intensity value of all the probes was used to represent the gene. Pair-wise correlations between the samples were analysed using Pearson’s correlation coefficient. Normalized expression data were used to identify DE genes across the comparison of interest. Gene-wise models were built using all samples, and contrasts were defined for each comparison of interest. The linear modelling approach in the *limma* library for R was used to build models and to define comparisons of interest. A Bayesian-adjusted t-statistic was used to identify DE genes. Because the analysis involved a large number of tests, multiple testing corrections were performed using Benjamini and Hochberg’s FDR. Genes with FDR-adjusted p-values ≤ 0.1 were statistically significant; genes with fold changes ≥ 2 or ≤−2 were considered to be up- or down-regulated, respectively.

### Gene ontology and metabolic pathways

The visualization of DE genes predicted to be significant (see above) were used to draw networks based on GO (biological processes). The Cytoscape software suite (version 3.2.0) was used to generate networks^55^. Under the biological process GO analysis, only genes that were significantly up- or down-regulated were considered for network construction. Gene ontologies were obtained using a DAVID analysis (http://david.abcc.ncifcrf.gov/), and only ontologies with at least 2 genes were considered. For each GO term, the parent GO term was obtained using the QuickGO tool. Each gene was associated with its parent term based on its description. In cases in which a gene had multiple GO terms, the minimum p-values of all terms were assigned to that particular gene. Each gene in the network was represented by a single node. The colouring of the edges was based on the up- or down-regulation of the gene; the colouring of nodes was based on the parent GO term. Significant GO terms are circled; at least 60% of genes had p-values less than 0.05. Genes from both comparisons (common genes) are not circled because they were already considered to have p-values within individual comparisons. Up- and down-regulated genes encoding enzymes are depicted in their respective pathways. The aforementioned DAVID annotation tool was used for pathway analysis. Only significantly up- and down-regulated pathways were considered for generating pathway images. Pathways showing good interconnectivity (based on common substrates) were integrated. KGML files for the above-mentioned pathways were downloaded from the KEGG Pathway database using the organism code “lpl”^56^,^57^,^58^ (http://www.kegg.jp/ or http://www.genome.jp/kegg). KGML files were edited using KGML-ED Pathway Editor v1.9. The nodes for genes encoding enzymes are coloured lime green to represent up-regulated genes and red to represent down-regulated genes, on the basis of pathway mapping. Other nodes for enzymes are represented in pale green and substrates in white. Multiple up- and down-regulated genes are separated by semicolons.

### Validation of microarray data by qRT-PCR

The microarray results were validated by quantitative real-time reverse transcription-PCR (qRT-PCR). Twenty-six genes were chosen among the differentially expressed genes in CJ and PJ (Table S6) for data confirmation. RNA extraction was performed on biologically independent duplicates. Total RNA was obtained using a Qiagen RNeasy^®^ Mini Kit (including the RNase Free DNase set) as described by the manufacturer. RNA concentration was determined by spectrophotometric measurements at 260, 280, and 230 nm using a NanoDrop^®^ ND 1000 spectrophotometer (ThermoFisher Scientific Inc., MI., Italy). The cDNA was synthesized from 1 μg of total RNA using SuperScript^®^ VILOTM, as described by the manufacturer (Invitrogen). The cDNAs were diluted 100 times for real-time PCR experiments. To quantify gene expression in real time, specific oligonucleotide primer pairs were designed against target sequences by NCBI and constructed using the Blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and primer3 (http://frodo.wi.mit.edu/) software. Primers were designed to have nearly identical annealing temperatures. All pairs of primers were tested in real-time PCR experiments. The real-time PCR was performed with the QuantStudio 7 Flex System (Applied Biosystems by Life Technologies) using Itaq Universal Sybr Green Supermix (BioRad) according to the manufacturer’s instructions. Thermal cycling conditions included an initial heat-denaturing step at 95 °C for 15 sec, followed by 40 cycles at 95 °C for 30 sec and 60 °C for 1 min. After amplification, the melting curves of the PCR products were determined from 60 to 95 °C to ascertain the specificity of the amplification. All samples were run in triplicate. RecA and 16S rRNA genes were used as the endogenous controls. For all PCRs, the cycle threshold values were processed by the 2^−ΔΔCT^ method^59^. Quantitative real-time PCR data were analysed through the DART-PCR spreadsheet in Excel version 1.0 using raw fluorescence data. This method of analysing real-time PCR converts raw fluorescence data into R0 values according to the theory that fluorescence is proportional to DNA concentration. This approach allows the automatic calculation of amplification kinetics as well as subsequent calculations for the relative quantification and calculation of assay variability, giving a final estimate of the efficiency of amplification of the primer pairs used in real-time reactions^60^. qRT-PCR data were compared with the whole-transcriptome study (Table S5). A high similarity was found between patterns of fold-change levels of differentially expressed genes detected through both methods, indicating that the biological conclusions drawn from the transcriptome data were reliable.

### Phenotypic microarray analysis

Differences in phenotype under various growth conditions were monitored using OmniLog Phenotype MicroArray (PM) Technology (Biolog). PM plates (Biolog) containing 190 carbon sources (PM1 and PM2) and 377 nitrogen sources, including free amino acids and peptides (PM3, PM6, PM7, and PM8), were used. Phenotypic microarray analyses were performed with two biological replicates for each growth condition in accordance with the manufacturer’s instructions. Cells of C2 in CJ, PJ and MRS were collected during the late exponential (LE) growth phase and after 21 days of maintenance. Cells were washed in 50 mM sterile potassium phosphate buffer (pH 7.0), diluted (to achieve 65% transmittance) in inoculating fluid (Biolog), and used to inoculate the PM plates. One-hundred μl of cell suspension were added per each well. Plates were incubated for 24 h (PM1 and PM2) or four days (PM3, PM6, PM7, and PM8) at 33 °C in an OmniLog automated incubator/reader (Biolog). During incubation, reduction of tetrazolium dye by respiring cells was measured in each well every15 min by the OmniLog system. Cellular respiration activity was evaluated from the area of a region bounded by a colour development time-series. The results were analysed using the Omnilog PM software (Biolog) according to the manufacturer’s instructions. Phenotypic assays were performed in duplicate with high reproducibility (*R*^*2*^ > 0.95 for each metabolite). We show only the most significant (p-value < 0.05) differences in metabolic activities under the experimental conditions of this study.

### Statistical analysis

Data from growth kinetics, chemical and physical analysis of the culture media, qRT-PCR, and phenotypic microarray analysis (at least two replicates) were subjected to one-way analysis of variance (ANOVA), and pairwise comparison of the treatment means was performed by Tukey’s procedure at a p-value < 0.05, using the statistical software Statistica 7.0 for Windows. Principal Coordinate Analysis (PCoA) was used to assess whether the transcriptional patterns of *L. plantarum* C2 were distinct from each other based on the growth media and conditions. Euclidean distances were calculated using the *dist* function available in the *base* package of R. The average expression values of replicates were taken to represent the condition. PcoA was performed using the *pcoa* function in the *ape* package of R. The first two eigenvectors were plotted as shown in Fig. 2. Variations explained by the eigenvectors are shown in brackets in the axis labels.

## Additional Information

**Accession codes**: The data from the microarray experiments described here are available at the Gene Expression Omnibus (GEO [http://www.ncbi.nlm.nih.gov/geo/]) under accession number GSE68188.

**How to cite this article**: Filannino, P. *et al*. Transcriptional reprogramming and phenotypic switching associated with the adaptation of *Lactobacillus plantarum* C2 to plant niches. *Sci. Rep*. **6**, 27392; doi: 10.1038/srep27392 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

## Figures and Tables

**Figure 1:**
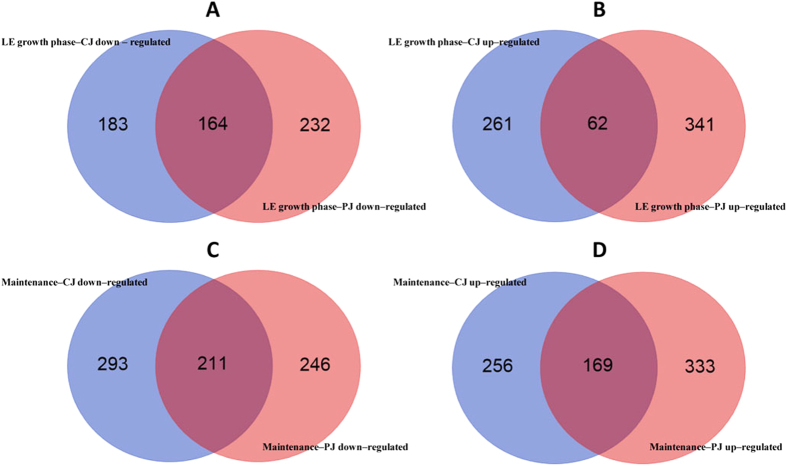
Venn diagrams representing genes that were down- (**A,C**) and up-regulated (**B,D**) (at least two-fold) in *Lactobacillus plantarum* C2 during the late exponential (LE) growth phase (16–18 h at 30 °C) (**A,B**) and during the maintenance period (21 days at 4 °C) (**C,D**) in carrot juice (CJ) and pineapple juice (PJ) compared with MRS medium (FDR adjusted p-value ≤ 0.1 and fold changes ≥ 2 or ≤−2).

**Figure 2:**
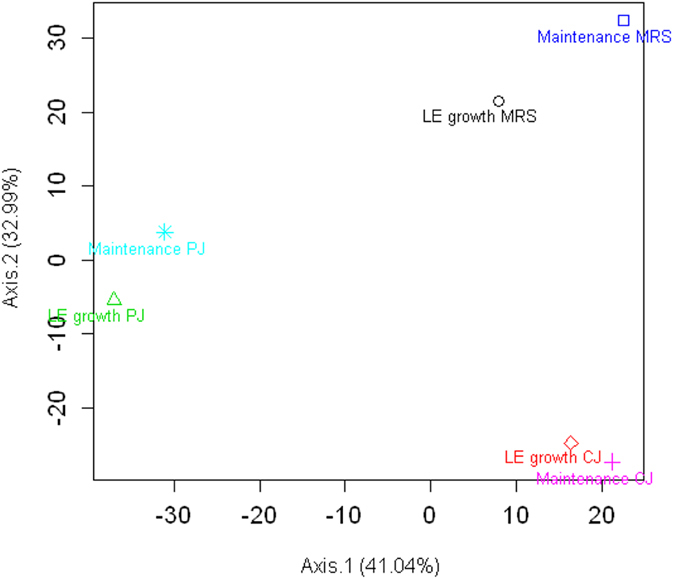
Principal Coordinate Analysis (PCoA) based on transcriptional patterns of *Lactobacillus plantarum* C2 during the late exponential (LE) growth phase (16 or 18 h at 30 °C) and the maintenance period (21 days at 4 °C) in carrot (CJ) and pineapple (PJ) juices and MRS medium. The first two eigenvectors were plotted. Variations explained by the eigenvectors are shown in brackets in the axis labels.

**Figure 3:**
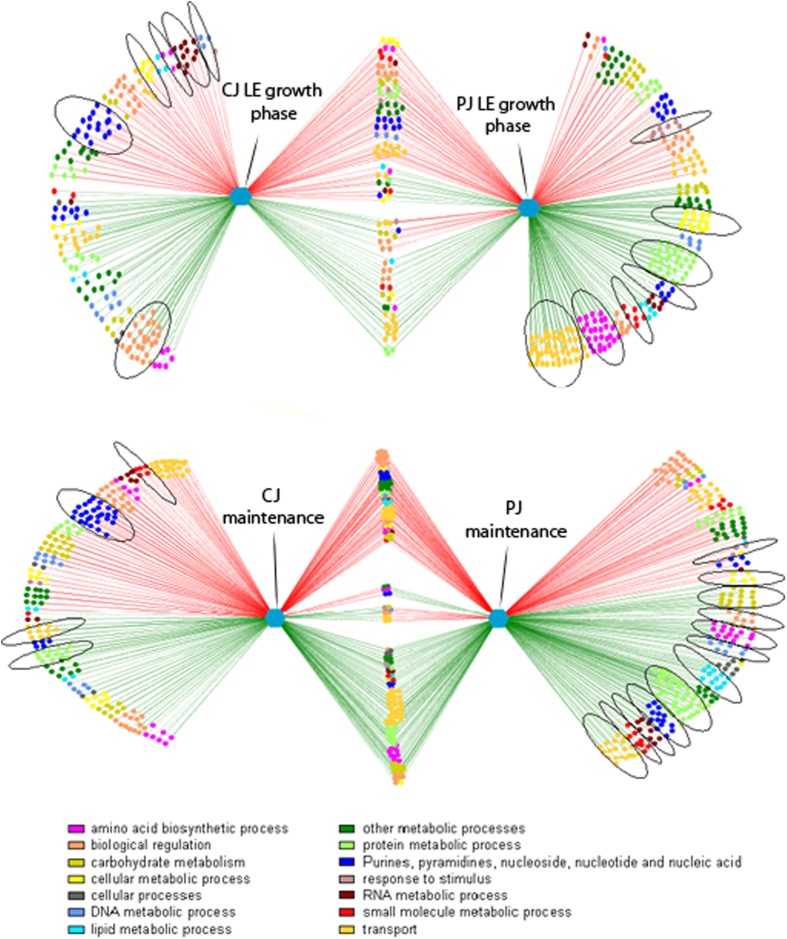
Significantly differentially transcribed genes in *Lactobacillus plantarum* C2 at the late exponential growth phase (16–18 h at 30 °C) (**A**) and during the maintenance period (21 days at 4 °C) (**B**) in carrot juice (left) and pineapple juice (right) compared with MRS medium. The green and red lines indicate up- and down-regulated genes, respectively. The Cytoscape software was used to construct the networks. Each node in the network represents a gene. Edges are coloured according to the up- or down-regulation of the genes; nodes are coloured according to the parent Gene Ontology (GO) term. Significant GO terms with at least 60% of genes having p-values less than 0.05 are circled. Genes from both comparisons (common genes) are not circled, because they were already considered in calculating p-values within individual comparisons.

**Figure 4:**
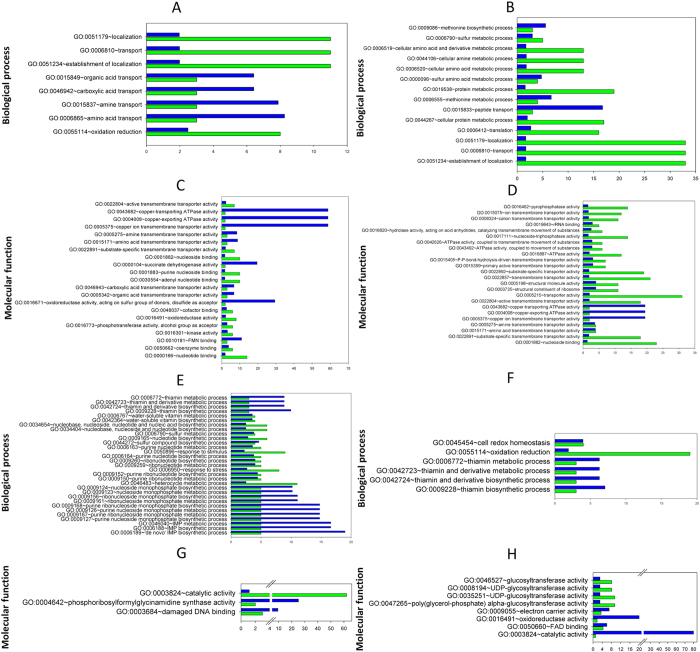
Analysis of functional gene ontology (GO) categories (performed using the DAVID annotation tool) related to the genes differentially expressed in both carrot (CJ) and pineapple (PJ) juices. Only ontologies with at least 2 genes were considered. Fold enrichment (blue bars) and number of genes (green bars) for up-regulated (**A–D**) and down-regulated (**E–H**) biological processes and molecular functions are reported for the late exponential growth phase (16 or 18 h at 30 °C (**A,C,E,G**)) and the maintenance period (21 days at 4 °C (**B,D,F,H**)). Fold enrichment parameter measures the magnitude of enrichment, both for up and down regulated gene groups Analytical modules are provided in the Supplementary Information (Dataset S3).

**Figure 5:**
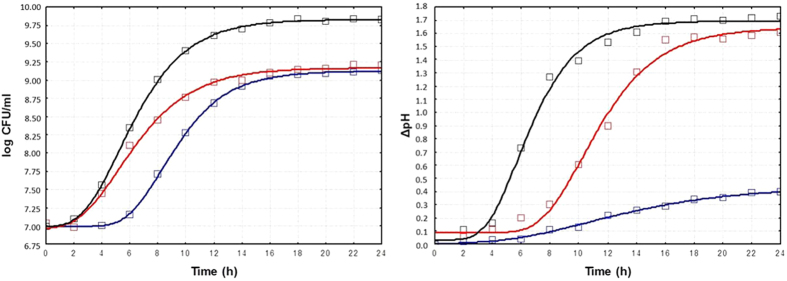
Growth and acidification kinetics of *Lactobacillus plantarum* C2 performed at 30 °C for 24 h in MRS broth (black), carrot juice (red), and pineapple juice (blue).

**Figure 6:**
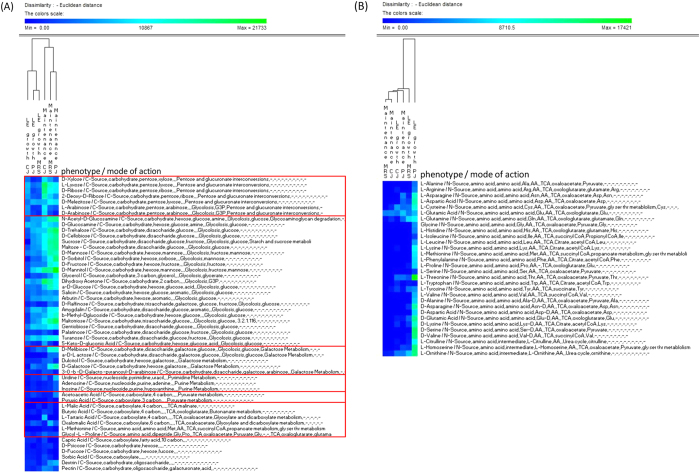
Comparison of *Lactobacillus plantarum* C2 phenotypes during the late exponential growth phase (16 or 18 h at 30 °C) and during the maintenance period (21 days at 4 °C) in MRS, carrot juice (CJ) and pineapple juice (PJ). Each phenotype profile was assayed for growth in the presence of various carbon (**A**) and nitrogen sources (**B**) using OmniLog phenotypic microarrays, as described in the Materials and Methods. Further nitrogen phenotypes and raw data are reported in the Supplementary Information (Dataset S5).

**Figure 7:**
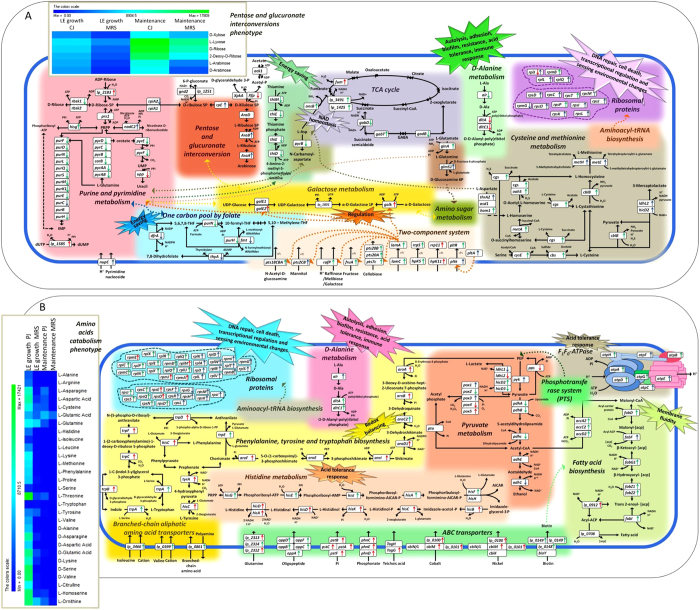
Integrated view of the metabolic pathways affected by transcriptional changes in *Lactobacillus plantarum* C2 during growth and maintenance in carrot (**A**) and pineapple (**B**) juices. Up- and down-regulated genes are indicated by upward and downward pointing arrows, respectively. Red arrows indicate regulation during the late exponential growth phase. Blue arrows indicate regulation during the maintenance period. Green arrows indicate regulation during both growth and maintenance. Correlations between phenotypes (Omnilog microarray) and transcriptional changes are also indicated.

**Table 1:** Main chemical composition of the culture media.

	CJ	PJ	MRS
pH	5.81 ± 0.02^a^	3.69 ± 0.02^c^	5.71 ± 0.01^b^
Total titratable acidity (mL NaOH 0.1 M 10 ml^−1^)	1.2 ± 0.1^c^	7.4 ± 0.2^a^	4.4 ± 0.1^b^
Soluble solids (Brix)	5.6 ± 0.2^b^	11.1 ± 0.4^a^	5.5 ± 0.1^b^
Total phenols (mM gallic acid eq)	3.0 ± 0.3^b^	5.4 ± 0.2^a^	n.d.
Buffering capacity (mmol HCl pH^−1^ l^−1^)	5.0 ± 0.1^c^	27.0 ± 0.8^a^	20.0 ± 0.6^b^
Free amino acids (mg l^−1^)	1095 ± 37^b^	574 ± 37^c^	3800 ± 61^a^
Glucose (mM)	58 ± 2^c^	206 ± 5^a^	115 ± 4^b^
Fructose (mM)	47 ± 1^b^	212 ± 7^a^	n.d.
Sucrose (mM)	56 ± 2^a^	33 ± 2^b^	n.d.
Malic acid (mM)	29 ± 1^a^	21 ± 1^b^	n.d.
Citric acid (mM)	n.d.	20 ± 1	n.d.

The data are the means of three independent experiments ± standard deviation, analysed in duplicate.

Means within a row with different letters (a–c) are significantly different (*P* < 0.05). n.d., Not detected.

## References

[b1] RyallB., EydallinG. & FerenciT. Culture history and population heterogeneity as determinants of bacterial adaptation: the adaptomics of a single environmental transition. Microbiol Mol Biol Rev 76, 597–625 (2012).2293356210.1128/MMBR.05028-11PMC3429624

[b2] SiezenR. J. . Phenotypic and genomic diversity of *Lactobacillus plantarum* strains isolated from various environmental niches. Environ Microbiol 12, 758–773 (2010).2000213810.1111/j.1462-2920.2009.02119.x

[b3] TeusinkB. . Analysis of growth of *Lactobacillus plantarum* WCFS1 on a complex medium using a genome-scale metabolic model. J Biol Chem 281, 40041–40048 (2006).1706256510.1074/jbc.M606263200

[b4] KleerebezemM. . Complete genome sequence of *Lactobacillus plantarum* WCFS1. Proc Natl Acad Sci USA 100, 1990–1995 (2003).1256656610.1073/pnas.0337704100PMC149946

[b5] AxelssonL. . Genome sequence of the naturally plasmid-free *Lactobacillus plantarum* strain NC8 (CCUG 61730). J Bacteriol 194, 2391–2392 (2012).2249320010.1128/JB.00141-12PMC3347089

[b6] SiezenR. J. & van Hylckama VliegJ. E. Genomic diversity and versatility of *Lactobacillus plantarum*, a natural metabolic engineer. Microb Cell Fact 10, S3 (2011).2199529410.1186/1475-2859-10-S1-S3PMC3271238

[b7] MolenaarD. . Exploring *Lactobacillus plantarum* genome diversity by using microarrays. J Bacteriol 187, 6119–6127 (2005).1610995310.1128/JB.187.17.6119-6127.2005PMC1196139

[b8] BronP. A. . Transcriptomes reveal genetic signatures underlying physiological variations imposed by different fermentation conditions in *Lactobacillus plantarum*. PLos one 7, e38720 (2012).2280293010.1371/journal.pone.0038720PMC3389018

[b9] LeimenaM. M. . Comparative analysis of *Lactobacillus plantarum* WCFS1 transcriptomes by using DNA microarray and next-generation sequencing technologies. Appl Environ Microbiol 78, 4141–4148 (2012).2249245410.1128/AEM.00470-12PMC3370542

[b10] WelsM., OvermarsL., FranckeC., KleerebezemM. & SiezenR. J. Reconstruction of the regulatory network of *Lactobacillus plantarum* WCFS1 on basis of correlated gene expression and conserved regulatory motifs. Microb Biotechnol 4, 333–344 (2011).2137571510.1111/j.1751-7915.2010.00217.xPMC3818992

[b11] ReverónI., RivasB., MuñozR. & de FelipeF. L. Genome-wide transcriptomic responses of a human isolate of *Lactobacillus plantarum* exposed to *p*-coumaric acid stress. Mol Nutr Food Res, 56, 1848–1859 (2012).2306575010.1002/mnfr.201200384

[b12] de VeenH. . Short- and long-term adaptation to ethanol stress and its cross-protective consequences in *Lactobacillus plantarum*. Appl Environ Microbiol 77, 5247–5256 (2011).2170555110.1128/AEM.00515-11PMC3147428

[b13] GobbettiM., De AngelisM., CorsettiA. & Di CagnoR. Biochemistry and physiology of sourdough lactic acid bacteria. Trends Food Sci Technol 16, 57–69 (2005).

[b14] GäenzleM. & FalladorR. Metabolism of oligosaccharides and starch in lactobacilli: a review. Front Microbiol 3, 340 (2012).2305599610.3389/fmicb.2012.00340PMC3458588

[b15] Di CagnoR., CodaR., De AngelisM. & GobbettiM. Exploitation of vegetables and fruits through lactic acid fermentation. Food Microbiol 33, 1–10 (2013).2312249510.1016/j.fm.2012.09.003

[b16] van BaarlenP. . Differential NF-kB pathways induction by *Lactobacillus plantarum* in the duodenum of healthy humans correlating with immune tolerance. Proc Natl Acad Sci USA 106, 2371–2376 (2009).1919017810.1073/pnas.0809919106PMC2650163

[b17] FilanninoP. . Metabolic responses of *Lactobacillus plantarum* strains during fermentation and storage of vegetable and fruit juices. Appl Environ Microbiol 80, 2206–2215. (2014).2448753310.1128/AEM.03885-13PMC3993129

[b18] KahalaM., AholaV., MäkimattilaE., PaulinL. & JoutsjokiV. The use of macroarray as a simple tool to follow the metabolic profile of *Lactobacillus plantarum* during fermentation. Adv Microbiol 4, 996–1016 (2014).

[b19] SiragusaS. . Fermentation and proteome profiles of *Lactobacillus plantarum* strains during growth under food-like conditions. J Proteomics 96, 366–380 (2014).2423111010.1016/j.jprot.2013.11.003

[b20] DallasP. B. . Gene expression levels assessed by oligonucleotide microarray analysis and quantitative real-time RT-PCR–how well do they correlate? BMC genomics 6, 59 (2005).1585423210.1186/1471-2164-6-59PMC1142514

[b21] SturmeM. H. J. . An agr-like two-component regulatory system in *Lactobacillus plantarum* is involved in production of a novel cyclic peptide and regulation of adherence. J Bacteriol 187, 5224–5235 (2005).1603021610.1128/JB.187.15.5224-5235.2005PMC1196011

[b22] KovácsM. . A functional *dlt* operon, encoding proteins required for incorporation of d-alanine in teichoic acids in gram-positive bacteria, confers resistance to cationic antimicrobial peptides in *Streptococcus pneumoniae*. J Bacteriol 188, 5797–5805 (2006).1688544710.1128/JB.00336-06PMC1540085

[b23] KvintK., NachinL., DiezA. & NyströmT. The bacterial universal stress protein: function and regulation. Curr Opin Microbiol 6, 140–145 (2003).1273230310.1016/s1369-5274(03)00025-0

[b24] GolombB. L. & MarcoM. L. *Lactococcus lactis* metabolism and gene expression during growth on plant tissues. J Bacteriol 197, 371–381 (2015).2538448410.1128/JB.02193-14PMC4272587

[b25] WangX., Kimet al. Cryptic prophages help bacteria cope with adverse environments. Nat Commun 1, 147 (2010).2126699710.1038/ncomms1146PMC3105296

[b26] KangT. S., KorberD. R. & TanakaT. Contributions of citrate in redox potential maintenance and ATP production: metabolic pathways and their regulation in *Lactobacillus panis* PM1. Appl Microbiol Biotechnol 97, 8693–8703 (2013).2391211510.1007/s00253-013-5108-2

[b27] SmeianovV. V. . Comparative high-density microarray analysis of gene expression during growth of *Lactobacillus helveticus* in milk versus rich culture medium. Appl Environ Microbiol 73, 2661–2672 (2007).1732232910.1128/AEM.00005-07PMC1855617

[b28] RodionovD. A. . Transcriptional regulation of NAD metabolism in bacteria: NrtR family of Nudix-related regulators. Nucleic Acids Res 36, 2047–2059 (2008).1827664310.1093/nar/gkn047PMC2330246

[b29] SturmeM. H. J., FranckeC., SiezenR. J., de VosW. M. & KleerebezemM. Making sense of quorum sensing in lactobacilli: a special focus on *Lactobacillus plantarum* WCFS1. Microbiology 153, 3939–3947 (2007).1804890810.1099/mic.0.2007/012831-0

[b30] GrebeT. W. & StockJ. B. The histidine protein kinase superfamily. Adv Microb Physiol 41, 139–227 (1999).1050084610.1016/s0065-2911(08)60167-8

[b31] WeinrauchY., PenchevR., DubnauE., SmithI. & DubnauD. A *Bacillus subtilis* regulatory gene product for genetic competence and sporulation resembles sensor protein members of the bacterial two- component signal-transduction systems. Genes Dev 4, 860–872 (1990).211636310.1101/gad.4.5.860

[b32] SiezenR. . *Lactobacillus plantarum* gene clusters encoding putative cell-surface protein complexes for carbohydrate utilization are conserved in specific gram-positive bacteria. BMC Genomics 7, 126 (2006).1672301510.1186/1471-2164-7-126PMC1534035

[b33] KleerebezemM. . The extracellular biology of the lactobacilli. FEMS Microbiol Rev 34, 199–230 (2010).2008896710.1111/j.1574-6976.2010.00208.x

[b34] ZhouM., TheunissenD., WelsM. & SiezenR. J. LAB-Secretome: a genome-scale comparative analysis of the predicted extracellular and surface associated proteins of Lactic Acid Bacteria. BMC Genomics 11, 651 (2010).2109224510.1186/1471-2164-11-651PMC3017865

[b35] LiangW. D. . Gene Expression Profiling of *Clostridium botulinum* under Heat Shock Stress. BioMed Res Int 2013, 760904 (2013).2419507910.1155/2013/760904PMC3806222

[b36] CuiL., NeohH. M., IwamotoA. & HiramatsuK. Coordinated phenotype switching with large-scale chromosome flip-flop inversion observed in bacteria. Proc Natl Acad Sci USA 109, E1647–E1656 (2012).2264535310.1073/pnas.1204307109PMC3382547

[b37] Plumed-FerrerC. . Comparative study of sugar fermentation and protein expression patterns of two *Lactobacillus plantarum* strains grown in three different media. Appl Environ Microbiol 74, 5349–5358 (2008).1856768610.1128/AEM.00324-08PMC2546631

[b38] WegkampA. . Physiological responses to folate overproduction in *Lactobacillus plantarum* WCFS1. Microb Cell Fact 9, 100 (2010).2116702310.1186/1475-2859-9-100PMC3014895

[b39] PhadtareS. Recent developments in bacterial cold-shock response. Curr Issues Mol Biol 6, 125–36 (2004).15119823

[b40] RodionovD. A., VitreschakA. G., MironovA. A. & GelfandM. S. Comparative genomics of the methionine metabolism in Gram-positive bacteria: a variety of regulatory systems. Nucleic Acids Res 32, 3340–3353 (2004).1521533410.1093/nar/gkh659PMC443535

[b41] ZhaiZ. . Proteomic characterization of the acid tolerance response in *Lactobacillus delbrueckii* subsp. *bulgaricus* CAUH1 and functional identification of a novel acid stress-related transcriptional regulator Ldb0677. Environ Microbiol 16, 1524–1537 (2014).2413150710.1111/1462-2920.12280

[b42] van Bokhorst-van de VeenH. . Modulation of *Lactobacillus plantarum* gastrointestinal robustness by fermentation conditions enables identification of bacterial robustness markers. PLos one 7, 39053 (2012).10.1371/journal.pone.0039053PMC338900422802934

[b43] ZhangY. M. & RockC. O. Membrane lipid homeostasis in bacteria. Nat Rev Microiol 6, 222–233 (2008).10.1038/nrmicro183918264115

[b44] CromptonM. J. . Small changes in environmental parameters lead to alterations in antibiotic resistance, cell morphology and membrane fatty acid composition in *Staphylococcus lugdunensis*. PLos one 9, e92296 (2014).2471466610.1371/journal.pone.0092296PMC3979647

[b45] WallT. . The early response to acid shock in *Lactobacillus reuteri* involves the ClpL chaperone and a putative cell wall-altering esterase. Appl Environ Microbiol 73, 3924–3935 (2007).1744968310.1128/AEM.01502-06PMC1932720

[b46] YanofskyC. RNA-based regulation of genes of tryptophan synthesis and degradation, in bacteria. RNA 13, 1141–1154 (2007).1760199510.1261/rna.620507PMC1924887

[b47] KoponenJ. . Effect of acid stress on protein expression and phosphorylation in *Lactobacillus rhamnosus* GG. J Proteomics 75, 1357–1374 (2012).2211954410.1016/j.jprot.2011.11.009

[b48] CotterP. D. & HillC. Surviving the acid test: responses of gram-positive bacteria to low pH. Microbiol Mol Biol Rev 67, 429–453 (2003).1296614310.1128/MMBR.67.3.429-453.2003PMC193868

[b49] Budin-VerneuilA., PichereauV., AuffrayY., EhrlichD. S. & MaguinE. Proteomic characterization of the acid tolerance response in *Lactococcus lactis* MG1363. Proteomics 5, 4794–4807 (2005).1623773410.1002/pmic.200401327

[b50] CaldasT. D., LaalamiS. & RicharmeG. Chaperone properties of bacterial elongation factor EF-G and initiation factor IF2. J Biol Chem 275, 855–860 (2000).1062561810.1074/jbc.275.2.855

[b51] PostmaP. W., LengelerJ. W. & JacobsonG. R. Phosphoenolpyruvate: carbohydrate phosphotransferase systems of bacteria. Microbiol Rev 57, 543–594 (1993).824684010.1128/mr.57.3.543-594.1993PMC372926

[b52] Di CagnoR. . Selection and use of autochthonous mixed starter for lactic acid fermentation of carrots, French beans or marrows. Int J Food Microbiol 127, 220–228 (2008).1871078910.1016/j.ijfoodmicro.2008.07.010

[b53] ZwieteringM. H., JongebergerI., RoumboutsF. M. & Van’t RietK. Modelling of bacterial growth curve. Appl Environ Microbiol 56, 1875–1881 (1990).1634822810.1128/aem.56.6.1875-1881.1990PMC184525

[b54] BeanC. . Ankrd2 is a modulator of NF-κB-mediated inflammatory responses during muscle differentiation. Cell Death Dis, 5, e1002 (2014).2443451010.1038/cddis.2013.525PMC4040671

[b55] ClineM. S. . Integration of biological networks and gene expression data using Cytoscape. Nat Protoc 2, 2366–2382 (2007).1794797910.1038/nprot.2007.324PMC3685583

[b56] KanehisaM. . Data, information, knowledge and principle: back to metabolism in KEGG. Nucleic Acids Res 42, D199–D205 (2014).2421496110.1093/nar/gkt1076PMC3965122

[b57] KanehisaM. & GotoS. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res 28, 27–30 (2000).1059217310.1093/nar/28.1.27PMC102409

[b58] KlukasC. & SchreiberF. Dynamic exploration and editing of KEGG pathway diagrams. Bioinformatics 23, 344–350 (2007).1714281510.1093/bioinformatics/btl611

[b59] LivakK. J. & SchmittgenT. D. Analysis of relative gene expression data using real-time quantitative PCR and the 2^−ΔΔCT^ method. Methods 25, 402–408 (2001).1184660910.1006/meth.2001.1262

[b60] PeirsonS. N., ButlerJ. N. & FosterR. G. Experimental validation of novel and conventional approaches to quantitative real-time PCR data analysis. Nucleic Acids Res 31, e73 (2003).1285365010.1093/nar/gng073PMC167648

How the deposited data were processed for this re-analysis (not part of the article)

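RNA of L. plantarum C2 from CJ, PJ and MRS, taken at the LE phase and after maintenance, was measured on 8 one-colour arrays of 6 conditions. CJ and PJ at the LE phase had 2 arrays each and the other 4 conditions had 1 array each. The authors scanned the arrays, and Feature Extraction 11.5 made the deposited files, which hold linear intensities of each spot and of its local background that were not normalized between arrays, with marks for saturated, uneven and outlying spots and for spots well above background. A second kind of deposited file holds log2 values for each probe, which the authors had background corrected and quantile normalized in limma. Over the 8 arrays the lowest rank correlation of these log2 values with the median spot intensities of the same array was 0.999.

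Values were computed in R 4.3.3 with limma 3.58.1, and jsonlite 2.0.0 read the sample records. Median spot intensities were background corrected with the median local background by normexp with an offset of 16, over all spots including controls. Control spots and spots with an outlier mark were then left out, and the arrays were quantile normalized on the log2 scale. The spots of a probe were averaged first and then the probes of a gene, which gave log2 values of 3122 genes. The paper names limma, the background columns and quantile normalization but no offset, and the offset was set from the range of mean values in Dataset S2 of the paper.

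All 8 arrays were fitted together with 6 groups in limma (lmFit and eBayes), with 2 residual degrees of freedom, 4.47 prior degrees of freedom and a median residual SD of 0.0853 on the log2 scale. CJ and PJ were each compared with MRS of the same phase, PJ was compared with CJ at the LE phase, and for each juice the change against MRS at maintenance was compared with that at the LE phase. A gene was called at an adjusted p of at most 0.1 (Benjamini-Hochberg) and a change of at least 2-fold. Conditions with 1 array were assumed to vary as the replicate pairs do. Where no probe of a gene was well above background in a group, the size of its change is not given. Saturated genes are given no fold where saturation hides it. Principal coordinates were computed with ape 5.8.1 from Euclidean distances between condition means. Figures were drawn with matplotlib 3.10.9.

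Gene families were taken by gene symbol, gene description or locus range from the array annotation, except for the csc, pyruvate metabolism and prophage genes. The csc and pyruvate metabolism genes are those that the paper lists from these same samples. The prophage P1 and P2 ranges span the prophage genes that the paper names, which were chosen on these samples as well. Genes with other symbols are left out of a family, as lamA, lamC, pltK and pltR are for the hpk and rrp genes. The median change of a family was set against that of all genes and against 10000 random lists of genes matched on mean expression. Genes are named here by a rule: every gene that the results section of the paper names, and in each comparison with MRS the 3 largest rises and the 3 largest falls among called genes that have a probe well above background on every array of both groups. Other genes, such as some members of the families and lists, are named outside this rule. The model, thresholds, families, naming rule and alternatives were set before the data were examined, except for the alternative that keeps outlier spots and the lists of manganese, copper, universal stress protein, pyruvate metabolism, ABC transporter, branched-chain amino acid transport, spx5 region and annotated prophage genes.

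The calls were tested on simulated data. Of 200 genes changed 4-fold among 3122, the model called 182 for CJ and 189 for PJ at the LE phase, and 190 and 192 at maintenance, with 0 calls among unchanged genes. All simulated arrays were built from the same mean spot signals. Differences in signal between arrays and changes close to 2-fold were therefore not tested. The simulated noise was too small to reach 2-fold often, so the 0 calls decide little. The median background was between 26 and 27.5 on all arrays, and the median spot was 3.50 (CJ maintenance) to 27.4 (PJ LE replicate 2) times the background. With these signals the median standard error of a log2 change was 0.112 at the LE phase and 0.129 at maintenance.

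Alternatives changed a single choice each: an offset of 50, no background correction, mean spot intensities, the processed signal of the scanner software scaled to the 75th percentile, 75th percentile scaling in place of quantile normalization, the log2 values of the authors, the median of the probes, a filter on genes with a probe well above background on every array of at least 1 condition, leaving out each replicate, the replicate number as a block, no test, limma treat against a 2-fold change, an adjusted p of at most 0.01, a 3-fold limit, and outlier spots kept. A call said to hold under every processing alternative was checked under 13 of these. That check left out no test, treat, the stricter adjusted p, the 3-fold limit and outlier spots kept. The filter on dim genes and the replicate block leave every fold against MRS unchanged. Leaving out an LE replicate leaves the folds at maintenance unchanged. Rankings of functional categories and pathways were left out because the array annotation carries no such categories. Growth, pH, chemistry, phenotype arrays and quantitative PCR were not analysed here.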

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

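Of the tests in this part, that of signals near background for the prophage P2 genes was chosen only after the result was seen, and the manganese, copper and spx5 lists were drawn up after the largest changes had been seen.

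The change against MRS differed between the LE phase and maintenance for 611 genes in CJ, 302 upwards and 309 downwards, and for 533 genes in PJ, 275 upwards and 258 downwards. These numbers stand out because the difference itself was tested (limma with Benjamini-Hochberg adjustment). Both juices use the same pair of MRS arrays, so a change in MRS would appear in both alike. Of the called genes, 22.1% in CJ and 25.3% in PJ were also called in the same direction for the other juice. These are 135 genes, where unrelated lists would share 52.1, and 50 genes were called in opposite directions. MRS changed more than the juice for 252 of the CJ genes and 254 of the PJ genes. A change in the shared MRS arrays may therefore account for part of the calls. How large a part is not settled, since a shared change can fall short of 2-fold in the other juice. Scaling between arrays is argued against as the whole cause, since 65.6% of the CJ genes (401) and 84.1% of the PJ genes (448) kept their direction and a 2-fold difference relative to the median of all genes under both 75th percentile scalings. Each condition at maintenance has 1 array, and a difference between single cultures or hybridisations stays open. An effect of time and cold in each juice stays open as well and was not tested apart from this.

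The dlt genes belong to this set. Their change in CJ rose from the LE phase to maintenance by a median of 1.97, and 5 of the 6 genes were called in the test of the difference. The median was 1.33 with each array scaled to its 75th percentile and 1.60 with the processed signal, so scaling moved its size and not its direction. In PJ the median difference was 0.22 and none of the 6 genes was called. The lone arrays at maintenance leave the same explanations open as above.

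During LE growth 54 genes were called in opposite directions in CJ and PJ against the same MRS array. They stand out because the effects of the juices go opposite ways. The direct comparison of the juices follows from the same values and is no separate test of them. All 5 called dlt genes, 3 genes of fatty acid biosynthesis and 3 csc genes are among them. Relative to the median of all genes, 54 of the genes kept opposite directions under both 75th percentile scalings. The genes were chosen for lying beyond 2-fold on both sides, which leaves little room for a change of sign, so this decides little. Scaling between arrays is argued against for the 34 genes that kept a 2-fold change in both juices, and stays open for the others. Signals near background are excluded, since 53 of the genes have a probe well above background on all 5 LE arrays. With the technical explanations tested argued against for most of the genes, a candidate explanation is a different response of these genes to the juices, a hypothesis found and tested on the same arrays. The paper gives different hours for the LE phase in the juices, and growth time stays open.

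In prophage P2 the CJ change differed between the phases for 18 genes, all upwards, by the test of the difference. After maintenance 13 P2 genes were up-regulated in CJ, 11 of them also called in that difference, 2 already up-regulated in CJ at the LE phase and 1, lp_2397, also up-regulated in PJ. Probes that also bind other genes are argued against, since 2 of the 13 genes (lp_2426 and lp_2443A, named after their values were seen) have a probe with the cross-hybridisation mark or with a stretch of 25 bases in common with a probe of another gene. On the array as a whole 76 genes have such a probe, 17 of them in P1 and P2. All 13 genes have a probe well above background on the CJ maintenance array, which follows in part from their choice as brighter there. Signals near background are argued against for the 11 genes that have such a probe in MRS too, and stay open for the others. Scaling between arrays is argued against for 10 of the 13 genes, which stayed 2-fold up relative to the median of all genes under both 75th percentile scalings, and stays open for the others. With the technical explanations tested argued against for most of the genes, activity of the prophage in a part of the cells in CJ may account for the rise. Such activity was not tested, and CJ maintenance has 1 array. Of the 63 P2 genes, 49 were not called in CJ at maintenance, many of them with little signal.

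Manganese transport genes stand out among genes that the paper does not discuss. The 7 genes annotated for manganese transport had a median log2 change of 2.16 in CJ at the LE phase, with 6 called up-regulated. The medians were −0.15 in PJ at the LE phase, 2.01 in CJ at maintenance and 0.49 in PJ at maintenance, where it was 0.00 with 75th percentile scaling. No gene of the list was up-regulated in all 4 comparisons, and PJ lay below CJ by a median of −4.10 at the LE phase. Scaling between arrays is excluded, since all 6 called genes stayed 2-fold up relative to the median of all genes under both 75th percentile scalings. Single probes are excluded as well, since the 18 probes of these genes rose by 1.14 to 6.49. A lower supply of manganese in CJ than in MRS is a candidate explanation, found from the same data; manganese in the media was not analysed here.

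Copper genes stand out in the same way. The 6 genes annotated for copper had medians of 4.09 in CJ and 2.15 in PJ at the LE phase, and of 4.23 and 1.34 at maintenance. The list goes both ways. The same 4 genes were up-regulated in all 4 comparisons, whereas cutC was down-regulated in CJ (−1.75) and PJ (−1.03) at the LE phase and in CJ at maintenance, and the multicopper oxidase gene lp_0355 in PJ in both phases. The 12 probes of the 4 genes rose by 0.42 to 7.53. Scaling between arrays is excluded, since these 4 genes stayed 2-fold up in all 4 comparisons relative to the median of all genes under both 75th percentile scalings. Low values on the shared MRS arrays would raise both juices alike, and they do not enter the direct comparison, where PJ lay below CJ by a median of −1.95 at the LE phase with 5 of the 6 genes called lower, the 4 genes among them. The rise shared by the juices was found against a separate MRS array in each phase, and low values on these stay open for that part. More copper in the juices than in MRS may be an explanation; it was not tested.

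The falls of spx5, lp_1697 and lp_0926 in PJ were the largest among genes with signal, and the paper does not discuss these genes. The log2 change of spx5 was −6.14 at the LE phase and −6.41 at maintenance in PJ, against −1.45 and −2.26 in CJ. For lp_1697 it was −5.12 and −6.24 in PJ, and for lp_0926 −4.40 and −5.42. Single probes are excluded as the cause, since the smallest fall among the 9 probes in the PJ comparisons was −4.35. Scaling between arrays is excluded as well, since the smallest fall relative to the median of all genes under the 75th percentile scalings was −4.05. The 7 genes from lp_3576 to clpL around spx5 had medians of −0.61 in CJ and −2.56 in PJ at the LE phase and of −1.17 and −3.37 at maintenance. High values on the shared MRS arrays would lower both juices alike, and they do not enter the direct comparison, where PJ lay below CJ at the LE phase by −4.69 for spx5 and −2.06 for lp_1697, while lp_0926 (−0.76) was not called. The genes lp_1697 and lp_0926 also fell in CJ, by −3.06 and −3.64 at the LE phase and by −3.10 and −3.95 at maintenance. For the falls shared by the juices, found against a separate MRS array in each phase, high values in MRS stay open. For the lower values of spx5 and lp_1697 in PJ than in CJ, a response to PJ may be the explanation, as a hypothesis drawn from the same arrays.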

How the results depend on the processing

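Of the alternatives in this part, keeping the spots with an outlier mark was chosen after seeing the data.

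Counts of called genes stayed within 1.5-fold of the reported ones, for all 23 counts, with the authors' log2 values, mean spot intensities, an adjusted p of at most 0.01, no test, an offset of 50, no background correction, the median of the probes, the filter on dim genes, each replicate left out and outlier spots kept. For outlier spots kept the calls were 312 up and 328 down in CJ and 383 and 387 in PJ at the LE phase, and 418 and 463 in CJ and 470 and 449 in PJ at maintenance. The filter kept 2987 genes and lost no call. Among the calls shared between settings, none changed direction in the 4 comparisons with MRS under any alternative. At an adjusted p of at most 0.01, 643 of the 644 CJ calls and 763 of the 767 PJ calls at the LE phase remained.

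With limma treat against a 2-fold change, which asks for changes clearly beyond 2-fold, calls were 168 up and 205 down in CJ and 215 up in PJ at the LE phase, and 226 up and 267 down in CJ and 281 down in PJ at maintenance. Common genes were 31 up and 101 down at the LE phase and 76 up and 110 down at maintenance. The effect differed between the phases for 177 genes in CJ and 165 in PJ, and 15 genes were opposite in the juices at the LE phase. Ribosomal protein genes up-regulated were 4 in CJ at maintenance and 8 in PJ at the LE phase.

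With a 3-fold limit the calls were 125 up and 146 down in CJ and 152 up and 188 down in PJ at the LE phase, and 172 up and 204 down in CJ and 230 up and 226 down in PJ at maintenance. Common genes were 29 up and 63 down at the LE phase and 39 up and 85 down at maintenance. Between PJ and CJ 210 genes were higher and 232 lower, the effect differed between the phases for 201 genes in CJ and 185 in PJ, and 3 genes were opposite in the juices. Of the families, 14 purine and pyrimidine genes were down-regulated in CJ at the LE phase, 5 prophage genes were down-regulated in both juices, 7 prophage genes and 2 ribosomal protein genes were up-regulated in CJ at maintenance, and 3 ribosomal protein and 3 histidine genes were up-regulated in PJ at the LE phase. Treat and the 3-fold limit lower the counts by their construction.

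With the processed signal of the scanner software scaled to the 75th percentile, calls were 629 down in CJ at the LE phase, and 745 up in CJ and 923 down in PJ at maintenance. Common genes up-regulated at maintenance were 287, 879 genes were higher in PJ than in CJ, the phase differences were 973 in CJ and 977 in PJ, and 123 genes were opposite in the juices. Prophage genes numbered 18 down-regulated in both juices at the LE phase and 36 up-regulated in CJ at maintenance. The axes of the principal coordinates held 42.1% and 27.7%, the lowest R² was 0.696, and the lowest R² of a replicate pair was 0.979. The cause was not tested.

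With each array scaled to its 75th percentile in place of quantile normalization, calls at maintenance were 1149 up and 276 down in CJ and 1174 down in PJ. Between PJ and CJ 767 genes were lower, the phase differences were 1028 in CJ and 1075 in PJ, and 86 prophage genes were up-regulated in CJ at maintenance. The axes held 52.5% and 22.0%, and the lowest R² was 0.657. A test of where the maintenance calls move is given under the other observations; for the rest the cause was not tested. The only called change of a named gene that reversed its sign is that of trpB (lp_1658) in CJ at maintenance, which was called down-regulated with no probe well above background in CJ, and had a log2 change of 0.40 under this scaling.

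Smaller shifts came from an offset of 50 (axis 1 41.7%, lowest R² 0.690), no background correction (lowest R² 0.700), the median of the probes (axes 40.6% and 32.8%) and the filter on dim genes (lowest R² 0.682, from fewer genes by construction). Their cause was otherwise not tested. With each replicate left out in turn, axis 1 ran from 41.0% to 41.6%, axis 2 from 32.7% to 33.3% and the lowest R² from 0.708 to 0.719.

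Of 176 changes that the paper states for single genes in a comparison, 158 were called in the stated direction. The number ran from 75 with a 3-fold limit and 97 with treat to 161 with the authors' log2 values, and was 141 with an offset of 50.

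The replicate numbers link the CJ and PJ arrays in only 2 pairs, and the differences between the replicates in CJ and PJ had a correlation across genes of 0.277. With the replicate number as a block the same 644, 767, 872 and 923 genes were called against MRS, and the phase differences numbered 614 and 537. The block is balanced within each pair and leaves every fold unchanged. Lists set by the 2-fold limit could therefore not move, and the same calls say nothing about pairing.

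Signal over background limits the CJ and MRS maintenance arrays. The median spot was 3.50 times the background in CJ and 5.61 times in MRS, while the share of spots well above background was 71.8% in CJ and 70.8% in MRS. Of all genes, 695 lacked a probe well above background in CJ or MRS at maintenance and 590 lacked one in PJ or MRS.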

Differences from the paper's values

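Of the alternatives named in this part, keeping the spots with an outlier mark was chosen only after the result was seen.

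For the correlation between arrays the paper gives R² above 0.95, and the lowest R² over all pairs of arrays was 0.708 here. All alternatives set before the data were examined differ from the paper's value too, with 0.657 to 0.719. For replicate pairs alone the lowest R² was 0.994, and 0.979 with the processed signal. For ribosomal protein genes up-regulated in PJ at the LE phase the paper's text gives 44, and 25 were called here. All alternatives set before the data were examined differ here as well, from 3 genes with a 3-fold limit to 29 without PJ LE replicate 2. Dataset S4 of the paper lists 24 such genes.

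Some genes that the paper states as changed were not called. In CJ at the LE phase these are lp_2466, stated as down-regulated, at −0.84 (called with the processed signal and with the median of the probes), pts9AB, stated as up-regulated, at 0.91 (called under both 75th percentile scalings and with the median of the probes), lp_3414, stated as up-regulated, at 0.99 (called without CJ LE replicate 1), and cysS, stated as down-regulated, at −0.99 (called with the processed signal). In CJ at maintenance, rpsC, stated as up-regulated, had 0.97 (called with mean spot intensities, the processed signal and the median of the probes). For lp_0632, stated as up-regulated there, no probe was well above background in MRS and no change was called; 75th percentile normalization, the authors' log2 values and the alternative with outlier spots kept, which was chosen after seeing the values, called it.

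In PJ at the LE phase, lp_2466, stated as down-regulated, had −0.93 (called under both 75th percentile scalings and with the authors' log2 values), and ldhL1, stated as down-regulated, −0.99 (called with the processed signal and without PJ LE replicate 1). Of genes stated as up-regulated, pox1 had 0.64, pox3 −0.51, atpE 0.65 and atpF 0.93, and none of the alternatives called them. For fabF the value was 0.89 (called with the median of the probes), for aroB 0.92 (called under both 75th percentile scalings and without PJ LE replicate 1), for hisC 0.98 (called under both 75th percentile scalings and with the authors' log2 values), for atpC 0.95 (called with the processed signal and without PJ LE replicate 1) and for atpH 0.98 (called with the authors' log2 values). In PJ at maintenance, tuf, stated as up-regulated, had −0.61 and was called under none of the alternatives. For the pox genes the paper names no phase, and pox1 and pox3 were both up-regulated in PJ at maintenance. The paper also cites quantitative PCR for its findings on pyruvate and fatty acid genes, which was not analysed here.

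The paper places the genes changed over 10-fold among the least abundant transcripts. Here 0 of them lay in the lowest 25% of genes by mean signal in any of the 4 comparisons, and their median percentile ran from 61.6 to 75.2, or from 36.8 to 53.2 in the group where each gene was dimmer. The brighter group of a large change raises the mean signal of the gene, so the mean ranks do not decide whether these transcripts are scarce. The paper counts 3122 genes as expressed, and 63 of these had no probe well above background on any array. The paper describes the expression of phosphoketolase as similar in all media without naming a gene. Of the phosphoketolase genes on the array, xpkA was not called in either juice at the LE phase, and xfp was called lower in CJ than in MRS at the LE phase (−1.12). The paper describes most phosphotransferase genes as down-regulated in PJ at the LE phase. Of the 61 genes, 18 were called down-regulated, 3 were called up-regulated and 40 were not called, while 46 had a change below 0. The paper places the rise of the plt genes in CJ at maintenance, and pltR was already up-regulated in CJ at the LE phase (1.19). The paper describes the responses to PJ as lasting into maintenance. Of 55 named genes called at the LE phase, 31 were called in the same direction at maintenance, 21 were not called, of which the paper itself gives 5, those of the sulphur cluster, as up-regulated at the LE phase only, and lp_3677, lp_3678 and lp_3679 were called in the opposite direction.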

Other observations

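In this part, the test of signals near background for the maintenance calls, that of genes absent from C2 and that of genes changed over 10-fold were chosen only after the result was seen.

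With each array scaled to its 75th percentile, the calls at maintenance leaned upwards in CJ (1149 up, 276 down) and downwards in PJ (404 up, 1174 down). The tested explanation is signals near background. In CJ the median shift of the change under this scaling was 0.26 for the 2427 genes with a probe well above background on both arrays and 1.13 for the 695 others. In PJ it was −0.14 for 2532 genes and −1.55 for 590 others. The smaller ratio of these shifts is 4.35, so signals near background may explain much of the lean. Genes with signal on both arrays leaned the same way, with 618 up and 269 down in CJ and 387 up and 737 down in PJ, so a part is left unexplained. Among the others the calls were 531 up and 7 down in CJ, and 17 up and 437 down in PJ. The median background makes up 11.4% of the 75th percentile of the spots on the CJ maintenance array and 1.25% on the PJ maintenance array. No biological explanation was tested.

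No probe was well above background on any array for 63 genes. Of these, 49 are on the chromosome of WCFS1, 11 of them in prophages P1 and P2, and 14 are among the 50 plasmid genes, whose median was signal on 1 array. None of the tRNA genes is among the 63 genes. The strain measured is C2, whereas the probes were designed for WCFS1. Genes that C2 lacks would often be neighbours. Among the chromosomal genes without signal there were 6 neighbouring pairs, against a mean of 0.763 and a highest value of 5 in 10000 random orders, and the longest run was 2 genes. Genes transcribed together and silent would also be neighbours, so absence from C2 and silence cannot be told apart without the genome of C2. Probe base composition is open as well, since the median probe GC content of the genes without signal differed from that of the others by −0.556 percentage points (41.7% against 42.2%), with 30 of the 63 genes in the lowest 25% by GC content and 9 in the highest 25%. The groups overlap too much for this to decide. No biological explanation was tested.

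Low signal of the genes was tested as an explanation of changes over 10-fold. In 1 of the 4 comparisons with MRS the genes over 10-fold had a lower median signal than the other called genes, PJ at the LE phase, with median percentiles of 61.6 and 65.6. The brighter group of a large change raises the mean signal of the gene, so the outcome of this test is partly fixed and it decides nothing. In the group where each gene was dimmer, the median percentile of the genes over 10-fold was 50.1 in CJ and 36.8 in PJ at the LE phase and 51.8 and 53.2 at maintenance, and low signal in that group stays open. No biological explanation was tested.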
